# GEP analysis validates high risk MDS and acute myeloid leukemia post MDS mice models and highlights novel dysregulated pathways

**DOI:** 10.1186/s13045-016-0235-8

**Published:** 2016-01-27

**Authors:** Laura Guerenne, Stéphanie Beurlet, Mohamed Said, Petra Gorombei, Carole Le Pogam, Fabien Guidez, Pierre de la Grange, Nader Omidvar, Valérie Vanneaux, Ken Mills, Ghulam J Mufti, Laure Sarda-Mantel, Maria Elena Noguera, Marika Pla, Pierre Fenaux, Rose Ann Padua, Christine Chomienne, Patricia Krief

**Keywords:** Myelodysplastic syndrome, Mice models, Gene expression profile, MDS

## Abstract

**Background:**

In spite of the recent discovery of genetic mutations in most myelodysplasic (MDS) patients, the pathophysiology of these disorders still remains poorly understood, and only few in vivo models are available to help unravel the disease.

**Methods:**

We performed global specific gene expression profiling and functional pathway analysis in purified Sca1+ cells of two MDS transgenic mouse models that mimic human high-risk MDS (HR-MDS) and acute myeloid leukemia (AML) post MDS, with NRASD12 and BCL2 transgenes under the control of different promoters _MRP8_NRASD12/_tet_hBCL-2 or _MRP8_[NRASD12/hBCL-2], respectively.

**Results:**

Analysis of dysregulated genes that were unique to the diseased HR-MDS and AML post MDS mice and not their founder mice pointed first to pathways that had previously been reported in MDS patients, including DNA replication/damage/repair, cell cycle, apoptosis, immune responses, and canonical Wnt pathways, further validating these models at the gene expression level. Interestingly, pathways not previously reported in MDS were discovered. These included dysregulated genes of noncanonical Wnt pathways and energy and lipid metabolisms. These dysregulated genes were not only confirmed in a different independent set of BM and spleen Sca1+ cells from the MDS mice but also in MDS CD34+ BM patient samples.

**Conclusions:**

These two MDS models may thus provide useful preclinical models to target pathways previously identified in MDS patients and to unravel novel pathways highlighted by this study.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13045-016-0235-8) contains supplementary material, which is available to authorized users.

## Background

Myelodysplastic syndrome (MDS) is an hematopoietic stem cell disorder resulting in aberrant cell growth and differentiation with enhanced genomic instability. The diagnosis of MDS is based on morphological features (dysplasia) of the blood and bone marrow (BM) cells, cytopenias, frequent excess of marrow blasts, and specific cytogenetic abnormalities [1] such as deletions of chromosome 5, 7, and trisomy 8. Transformation to acute myeloid leukemia (AML) occurs in up to 40 % of MDS patients [2]. Major advances have been acquired in the understanding of MDS pathogenesis. Along with refined risk stratification scores combining clinical and cytogenetic abnormalities, whole-genome sequencing (WGS) and next-generation sequencing (NGS) have identified mutations in genes involved in signal transduction, splicing machinery, and epigenetic or transcriptional pathways [3–11]. Gene expression profiling is a comprehensive approach taking into account the majority of these altered pathways and has contributed to a better definition of diagnosis and prognosis in many diseases including MDS, when combined with gene mutation or methylation data. [12–24]. Nevertheless, the survival of MDS patients, namely with high-risk MDS remains extremely poor and therapy options scarce.

Animal models expressing MDS associated gene phenocopy either the MDS disease or more often its risk of transformation to AML [25–27]. They have been instrumental to tackle other aspects of the disease such as the involvement of the microenvironment [28], and we have shown how they can be used to point at pathways to identify novel biomarkers and targeted therapies [29–35].

We therefore analyzed the gene expression pathways and ontology functional groups in Sca1+ cells from two MDS mouse models we have previously described [29, 30, 32–35].

These mice mimic human high-risk MDS (HR-MDS) or AML post MDS depending on the promoter driving the transgene (mutant NRASD12 or hBCL-2) expression [32, 35]. BCL2 expression is required to drive the phenotype as inhibition of expression in conditional mice [32] or inhibition by BH3 mimetic inhibitors [29] reverts the phenotype. These models thus highlight the concept of non-oncogene addiction [36] where cells bearing the NRASD12 mutation require the BCL2 expression for survival and expansion. We have previously shown in these mice a concomitant increase in reactive oxygen species (ROS) with disease progression with a stepwise increase in the frequency of DNA damage leading to an increased frequency of error-prone repair of double-strand breaks (DSB) by nonhomologous end-joining [35]. The observed DNA damage and error-prone repair was decreased or reversed in vivo by *N*-acetyl cysteine antioxidant treatment [35], stressing the relevance of these mice models to relate genotype/phenotype to translational research. These models have already allowed to identify novel biomarkers of the disease in MDS patients such as the RAS:BCL-2 complex that links its localization at the plasma membrane or the mitochondria with the apoptosis features [30] and activates signaling protein profiles correlated with disease and progression to AML [29]. Both diseases are transplantable using BM or spleen cells from the diseased mice, and both transgenes are expressed at the stem cell level (Sca1+ compartment) [32]. Sca1− spleen cells had a much longer latency period before developing disease (Fig. 1e).

**Fig. 1:**
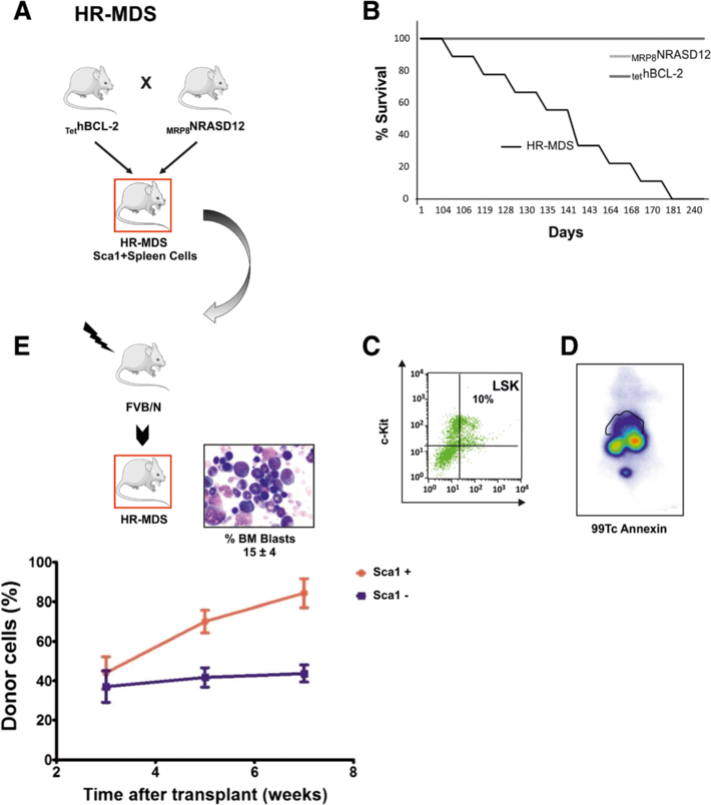
**a** Schematic representation of the HR-MDS mouse model. The characteristics of this model have previously been published ^[24-26;29]^. **b** Decrease of the HR-MDS mice survival compared to its single transgenic mice founders, _MRP8_NRASD12 and _tet_hBCL-2 transgenic mice; **c** Increased level of Lin-Sca1+-cKit+ (LSK) cells in the BM; **d** Increased apoptosis in the liver and spleen seen by whole body SPECT using ^99^Tc-Annexin (liver and spleen region located above the kidneys); **e** The disease can be transplanted in normal FVB/N irradiated syngeneic mice with either the Sca1+ cells of the spleen or BM of the HR-MDS mice resulting in 15 % blast infiltration in the BM blasts as in HR-MDS mice^[24-26;29]^

In this study, we found that the majority of the MDS-dysregulated pathways that were unique to the MDS mice and not the founder mice were close to those reported in human MDS patients, underscoring the relevance of these two mice models as preclinical models.

## Results and discussion

### Gene expression profile of the HR-MDS model

Establishment and characteristics of the HR-MDS model are summarized in Fig. 1a–e. It is obtained by crossing two single transgenic mice, expressing two human genes known to be implicated in MDS, mutated NRASD12 and BCL2 (Fig. 1a). The clinical and biological features of these transgenic mice have already been described [29, 30, 32–35], and the co-expression of the two transgenes is required to establish the HR-MDS disease and impact on survival, stressing the non-oncogenic addictive effect of the BCL2 expression (Fig. 1b). The main characteristics are pancytopenia, dysplasia, small percentage of blasts in the spleen and bone marrow (BM) (Fig. 1a, c), and increased apoptosis in the liver and spleen tissues by TUNEL [29] or by whole body SPECT using ^99^Tc-Annexin [29] (Fig. 1d). The model has been validated to mimic the clinical (survival, response to treatment) and biological features of HR-MDS in patients [29, 30, 32–35]. A novel biomarker, the NRASD12 and BCL2 plasma membrane complex, correlates with apoptosis in spleen and BM cells in the HR-MDS mice [32] and with apoptosis and low blast counts in MDS patients [30] underscoring the relevance of this model to study human MDS.

Thus, to further exploit and complete the description of this HR-MDS model, we performed gene expression profile (GEP) analysis. GEP analysis was performed on RNA extracted from Sca1+ cells from HR-MDS mice, the founder mice (_tet_hBCL2 and _MRP8_NRASD12) and normal FVB/N mice (Fig. 2a–c). 

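Gene expression was read from Sca1+ mononuclear cells of the spleen on Affymetrix Mouse Exon 1.0 ST arrays, with 1 array per mouse. The groups used here are HR-MDS (mice 8111, 8019 and 8398, as numbered in the sample titles), MRP8NRASD12 (8157, 8158 and 8159) and tethBCL2 (7758, 7465 and 7466), so n = 3 arrays in each. Arrays of normal FVB/N mice were not analysed here, and HR-MDS mice are compared with each founder directly. Sca1 marks hematopoietic stem and progenitor cells and is also carried by lymphocytes and other cells of the spleen.
The authors deposited 1 log2 value per probe set and array, made with the EASANA system and FAST DB annotations. How the probes were summarized and how the arrays were scaled to each other is not given in the sources used here. The median log2 value was 6.88, 6.70 and 6.70 in the MRP8NRASD12 mice, 6.76, 6.79 and 6.82 in the tethBCL2 mice and 6.78, 6.80 and 6.77 in the HR-MDS mice, each in the order of the numbers above. The values were used as deposited. The log2 scale was checked against the folds of Table S1, genes are not centred, and the question of direction does not arise for arrays of 1 colour; the summarization of the probes and the scaling between arrays stay unknown. Of 23332 probe sets, 14996 have 1 gene symbol, 1019 have several and 7317 have none. Tests covered the 14860 genes with a symbol of their own, each by its probe set with the highest mean. Groups were compared with limma, in a model of the means of all 5 groups of mice over 15 arrays, and p was adjusted by Benjamini-Hochberg. The number of arrays limits the precision. The mean correlation of an array with the others of its group was 0.947 for MRP8NRASD12 8157, against 0.967 and 0.964 for the other MRP8NRASD12 arrays and 0.977 to 0.988 in the other groups.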

Sca1+ spleen cells were chosen as we have shown that purified Sca1+ cells (from either the spleen or the BM of HR-MDS mice) (Fig. 1e) [32] can initiate the disease when transplanted in lethally irradiated syngenic FVB/N mice, and the spleen of these mice yields more cells than the bone marrow, a prerequisite for both RNA quality and quantity for the subsequent analyses. GEP results were however validated on both spleen and bone marrow samples (Figs. 2e and 4). Compared to normal FVB/N mice, 1641 genes were significantly dysregulated in HR-MDS mice, 1008 in the founder _tet_hBCL2 mice and 2232 in the _MRP8_NRASD12 mice. 

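Genes of neutrophil granules were the most increased in HR-MDS mice compared with tethBCL2 mice. S100a8 and S100a9, whose products form calprotectin, had log2 fold changes of 5.97 (standard error 0.57, adjusted p = 0.000571) and 5.93 (standard error 0.65, adjusted p = 0.00111). S100a8 was at 11.46 ± 1.55 (SD, n = 3) in HR-MDS and 5.49 ± 0.75 (SD, n = 3) in tethBCL2 mice on the log2 scale. Lcn2 and Ltf, which encode iron-binding granule proteins, rose by 5.63 and 5.19, Ngp by 5.54, Retnlg by 5.26, Chil3 by 5.04, the receptor gene Clec5a by 4.15 and the proteinase genes Mmp8 and Mmp9 by 3.99 and 3.72. In all, 63 genes rose and 4 fell at an adjusted p under 0.05 (limma), and 53 of the 67 differed at least 2-fold. The 4 lower genes were V1ra8 (-0.84), Tmeff1 (-0.76), Ric1 (-0.66) and the transporter gene Abca5 (-0.60). S100a8, S100a9, Lcn2, Ltf and Ngp passed with any 1 array of these groups left out; Chil3, Clec5a, Mmp8, Mmp9 and the 4 lower genes did not pass without any 1 array of these groups other than HR-MDS 8398.
Compared with MRP8NRASD12 mice, 2 genes rose and no other gene passed in limma (906 genes at an unadjusted p under 0.05, 501 by the methods' t-test). They were H2-Ab1, the beta chain of the class II molecule I-A, at 1.16 (standard error 0.16, adjusted p = 0.0285), and D17H6S56E-5 at 2.87 (standard error 0.33, adjusted p = 0.00945). H2-Ab1 was at 12.58 ± 0.11 (SD, n = 3) in HR-MDS, 11.42 ± 0.38 (SD, n = 3) in MRP8NRASD12 and 12.77 ± 0.03 (SD, n = 3) in tethBCL2 mice. Neither gene passed without MRP8NRASD12 8158, MRP8NRASD12 8159 or HR-MDS 8019, or by the methods' t-test once adjusted, and H2-Ab1 did not without any 1 HR-MDS array or with only the arrays compared. For S100a8 against tethBCL2 and H2-Ab1 against MRP8NRASD12, every HR-MDS array lay above every founder array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The Y-linked gene Eif2s3y was at 6.14 (adjusted p = 0.165) against MRP8NRASD12, high in every HR-MDS array and low in every MRP8NRASD12 array, so disease and sex cannot be told apart here. No gene differed from both founders in 1 direction by limma (64 at an unadjusted p under 0.05 in both comparisons, 41 by the methods' t-test).
The count of 67 genes became 187 without HR-MDS 8398, and 6 to 10 without any other of its arrays. By the methods' t-test, not adjusted, 2465 genes differed between HR-MDS and tethBCL2 mice and 5 did once adjusted. The groups did not overlap for 26.1% of all genes tested against tethBCL2 and for 7.86% against MRP8NRASD12, where chance gives 10% for 3 arrays against 3.

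**Figure D1:**
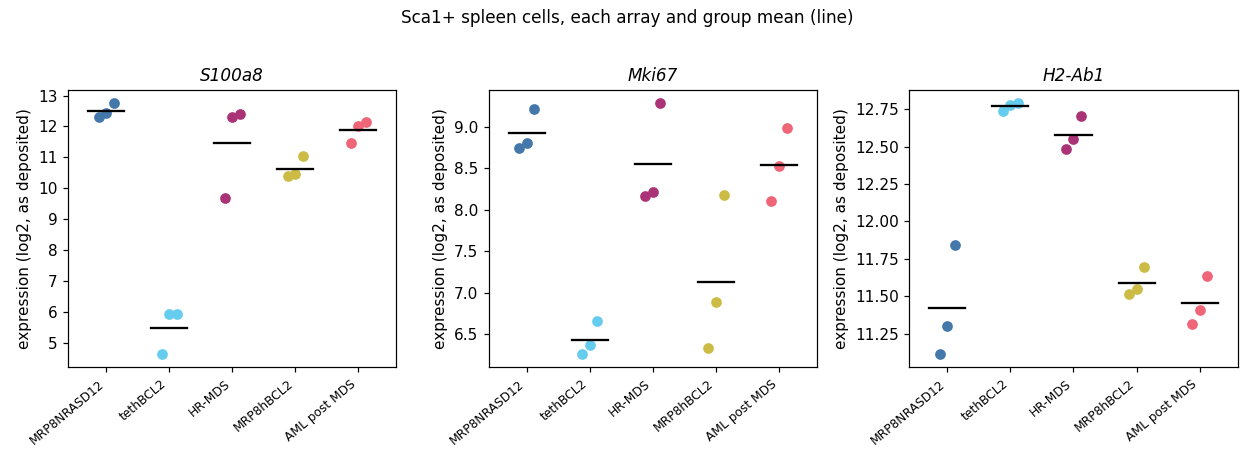
Log2 values of S100a8, Mki67 and H2-Ab1 (vertical axis, as deposited) in each array of the 5 groups of mice; points are arrays and lines are means of 3 arrays. The HR-MDS mean is 11.46 for S100a8 and 12.58 for H2-Ab1.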

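HR-MDS mice lay between their founders for most genes that set the founders apart. Between tethBCL2 and MRP8NRASD12 mice 1312 genes differed (limma, 423 higher and 889 lower in tethBCL2), and for 1269 of these the HR-MDS mean lay between both founder means. It was nearer to MRP8NRASD12 for 883 genes and nearer to tethBCL2 for 429, at a median of 58.8% of the way from tethBCL2 to MRP8NRASD12. Choosing genes whose founder means lie far apart favours an HR-MDS mean between them. How many would lie there by that choice alone was not computed. H2-Ab1 was among those on the tethBCL2 side, with a log2 fold change of 1.35 (standard error 0.16, adjusted p = 0.000731) in tethBCL2 compared with MRP8NRASD12 mice. Eif2s3y was at 6.40 there, high in every tethBCL2 array and low in every MRP8NRASD12 array, so founder and sex cannot be told apart. The HR-MDS mean lay beyond that of MRP8NRASD12 for 38 genes and beyond that of tethBCL2 for 5.
Without MRP8NRASD12 8157 the founders differed in 3243 genes, and in 592 to 637 without MRP8NRASD12 8159 or any 1 tethBCL2 array. Table S1 lists folds of each group relative to FVB/N mice, from which log2 ratios between the groups follow. Across the 598 genes that allow it, the ratio of HR-MDS to MRP8NRASD12 from the paper's folds correlated with that of the arrays (r = 0.911, slope 0.863), with a median absolute difference of 0.09. For HR-MDS to tethBCL2 it did so across 165 genes (r = 0.925, slope 0.873, median absolute difference 0.0995). These are correlations across genes, which are not independent replicates.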

Fifty-six percent of these dysregulated genes were common and with similar levels of expression between the HR-MDS mice and its founders (_MRP8_NRASD12 and _tet_hBCL2) and were not further analyzed in this study (Fig. 2a and Additional file 1: Table S1). Gene set enrichment analysis (GSEA) was performed with the 1641 genes significantly dysregulated in HR-MDS mice compared to normal FVB/N mice, highlighting enrichment in cell metabolism (energy; lipid metabolism), cellular processes (DNA repair, cell cycle), angiogenesis, signal transduction, and immune system (Table 1 and Additional file 2: Figure S1A).

**Fig. 2:**
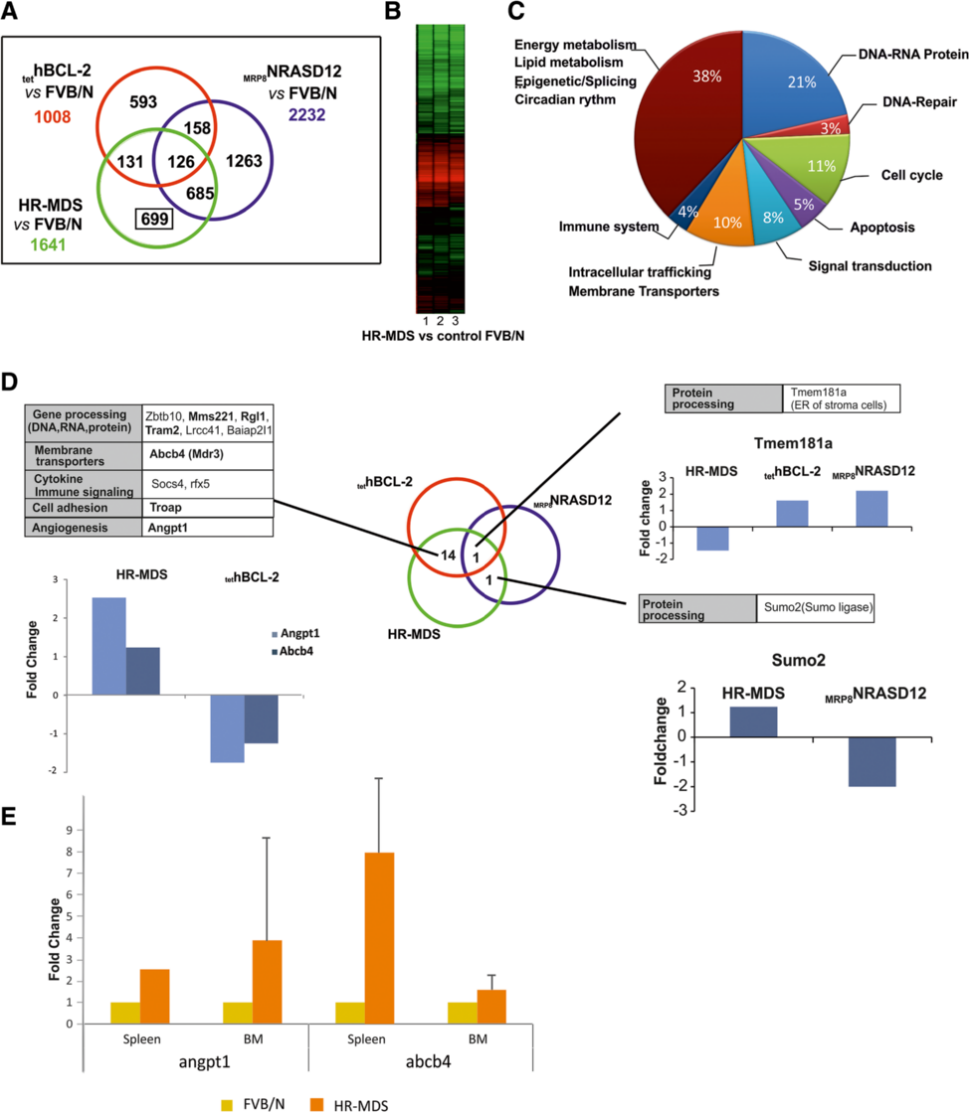
**a** Venn diagrams of co-expressed and uniquely dysregulated genes compared to control FVB/N mice in the HR-MDS, _MRP8_NRASD12, and _tet_hBCL-2 transgenic mice; **b** Heat map of the down- and upregulated genes performed on the Sca1+ cells of HR-MDS (*n* = 3) compared to control FVB/N (*n* = 3) mice; **c** Distribution in % of the significantly dysregulated genes in the KEGG David annotation pathways; **d** Analysis of the differentially expressed genes (i.e., upregulated in the HR-MDS transgenic mice and downregulated in the founder mice and vice versa). Genes in *regular font* are expressed at lower levels and genes in *bold font* are expressed in higher levels. Examples of microarray data are shown for each intersection; **e** Validation of microarray data. qRT-PCR fold change of angpt1 and abcb4 gene expression in the BM and spleen cells of a different set of HR-MDS mice

**Table 1:** Summary of the top pathways highlighted by GSEA on the total differentially expressed genes

HR-MDS versus FVB/N	AML post MDS versus FVB/N
*Adipogenesis*	*Adipogenesis*
*Androgen response*	**Allograft rejection**
**Angiogenesis**	*Androgen response*
*Bile acid metabolism*	Apical junction
*Coagulation*	*Bile acid metabolism*
***Complement***	**Cholesterol homeostasis**
*E2F targets*	*Coagulation*
Estrogen response late	***Complement***
**Fatty acid metabolism**	*E2F targets*
***G2M checkpoint***	epitheliall mesenchymal transition
***Glycolysis***	***G2M checkpoint***
Kras signaling	***Glycolysis***
***Mitotic spindle***	Hedgehog-signaling
mTORC1 signaling	***Mitotic spindle***
Myc targets	***Oxidative phosphorylation***
***Oxidative phosphorylation***	Pancreas beta cells
UV response-dn	Spermatogenesis
*Xenobiotic metabolism*	*Xenobiotic metabolism*

Italicized data indicate pathways in common between the two models; Bold data indicate similar pathways found in the « unique » genes

To select differentially expressed pathways implicated in the initiation or maintenance of the disease, we focused our study on a Database for Annotation, Visualization and Integrated Discovery (DAVID) GEP analysis performed on the 699 dysregulated genes that were unique to the HR-MDS mice (Fig. 2a and Additional file 1: Table S2) and the few dysregulated genes (*n* = 16) that were differentially expressed (i.e., upregulated in the HR-MDS and downregulated in the founder mice and vice versa) (Fig. 2d and Additional file 1: Table S3). 

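Genes that the paper lists as higher in HR-MDS mice alone (Table S2) leaned upward against tethBCL2 mice and not against MRP8NRASD12 mice. Of 404 such genes, 296 were measured; their median log2 fold change was 0.24 against tethBCL2, with 88.9% above 0, and 0.01 against MRP8NRASD12, with 54.1% above 0. The 295 genes listed as lower gave 209 measured genes with a median of -0.22 against tethBCL2 (11.5% above 0) and 0.03 against MRP8NRASD12 (57.4% above 0). None of them passed over all genes tested or when adjusted over the list alone (limma). At an unadjusted p under 0.05, 84 of the genes listed as higher were higher than in tethBCL2 and 2 were lower; by the methods' t-test 121 were higher, and none passed once adjusted. Of the genes listed as lower, 34 were lower and 1 was higher by limma at an unadjusted p under 0.05, and 84 were lower and 1 higher by the methods' t-test. Against MRP8NRASD12, the genes listed as higher gave 5 higher and 7 lower at an unadjusted p under 0.05 (2 and 2 by the methods' t-test), and the genes listed as lower gave 3 and 3 (2 and 2 by the methods' t-test). The lists were chosen on these samples, so their direction is not independent evidence.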

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using DAVID. The results are detailed in the Additional file 1: Tables S4–S14. The most significantly dysregulated genes were distributed into eight pathways (Fig. 2c). These dysregulated pathways included *gene processing* (namely DNA-RNA-protein processing) (Additional file 1: Table S4), *cellular processes* (DNA repair, cell cycle, survival/apoptosis) (Additional file 1: Tables S5–S7), *signal transduction* (Additional file 1: Tables S8 and S9), *intracellular trafficking* and *membrane transporters* (Additional file 1: Table S10), and *immune system* (Additional file 1: Table S11). 

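Most neutrophil markers rose in HR-MDS compared with tethBCL2 mice, and markers of monocytes, plasma cells and progenitors and genes of the secretory pathway leaned upward, most of them without passing. Of 17 neutrophil markers, 13 rose, 0 fell and 4 did not pass (limma; 17 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 3.72 (adjusted p = 1.2e-33 from camera, adjusted p = 0.442 with an estimated correlation). They include Camp at 3.48 (adjusted p = 0.0404) and the receptor genes Cxcr2 and Csf3r at 2.42 and 2.17. Of 16 monocyte and macrophage markers, 2 rose, 0 fell and 14 did not pass (15 higher and 0 lower when adjusted over the list alone), with a median of 1.28 (adjusted p = 5.7e-16 from camera, adjusted p = 0.442 with an estimated correlation). The risen genes are the receptor tyrosine kinase Axl (1.58 (adjusted p = 0.0375)) and the scavenger receptor Cd163 (1.09 (adjusted p = 0.000571)). Among 12 stem and progenitor genes, 2 rose, 0 fell and 10 did not pass (8 higher and 0 lower when adjusted over the list alone; median 0.52, adjusted p = 5.1e-10 from camera, adjusted p = 0.442 with an estimated correlation): Cd34 by 2.64 and the transcription factor Erg by 1.90.
Of 9 plasma cell genes, 1 rose, 0 fell and 8 did not pass (7 higher and 1 lower when adjusted over the list alone; median 1.29, adjusted p = 1.1e-05 from camera, adjusted p = 0.600 with an estimated correlation). The risen gene, Fkbp11 (0.99 (adjusted p = 0.0105)), encodes an isomerase of the secretory pathway. None of 34 genes of protein folding and secretion passed in limma over all genes (16 higher and 2 lower at an unadjusted p under 0.05, 19 higher and 1 lower by the methods' t-test; 13 higher and 2 lower when adjusted over the list alone), at a median of 0.40 (adjusted p = 2.3e-06 from camera, adjusted p = 0.698 with an estimated correlation). Creld2 and Derl3, of the response to unfolded protein, were at 1.38 (adjusted p = 0.126) and 1.89 (adjusted p = 0.127). Markers of germinal centre B cells had a median of 1.08 (adjusted p = 0.0103 from camera, adjusted p = 0.619 with an estimated correlation), with none past in limma (4 higher and 0 lower at an unadjusted p under 0.05, 4 higher and 0 lower by the methods' t-test).
B cell and T cell markers ran the other way, with medians of -0.22 (adjusted p = 7.6e-05 from camera, adjusted p = 0.645 with an estimated correlation) and -0.19 (adjusted p = 0.00154 from camera, adjusted p = 0.671 with an estimated correlation). No member of either list passed in limma (B cell, 0 higher and 2 lower at an unadjusted p under 0.05, 0 higher and 7 lower by the methods' t-test; T cell, 0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower by the methods' t-test). The median neutrophil marker was at 10.2, 10.8 and 7.96 on the log2 scale in HR-MDS 8111, 8019 and 8398, at 5.72 to 6.15 in the tethBCL2 arrays and at 10.8 to 11.9 in the MRP8NRASD12 arrays. Without any 1 array of these groups other than HR-MDS 8398, 5 or 6 neutrophil markers passed against tethBCL2, Cd163 did, and Axl, Cd34 and Erg did not; Fkbp11 passed only without tethBCL2 7466 or HR-MDS 8398.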

Finally, around 38 % of dysregulated pathways concerned various pathways but with less genes involved per pathway including *energy and lipid metabolisms* (Additional file 1: Table S12), and *epigenetic/splicing* pathways (Additional file 1: Table S13)

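Proteasome genes differed little between HR-MDS mice and their founders. The median log2 fold change of 35 measured subunits and assembly factors was 0.07 against tethBCL2 (adjusted p = 0.463 from camera) and 0.02 against MRP8NRASD12 (adjusted p = 0.523 from camera). Pomp, the assembly chaperone of the 20S core, was at 0.41 (standard error 0.11, adjusted p = 0.140) against tethBCL2 and -0.01 against MRP8NRASD12. Psmd2, of the 19S base, was at 0.25 (standard error 0.11, adjusted p = 0.419) and -0.13. Psmd14, the deubiquitinase of the 19S lid, was at 0.25 (standard error 0.14, adjusted p = 0.552) and 0.07, and the lid subunit gene Psmd12 at 0.11 (standard error 0.12, adjusted p = 0.796) and 0.16. None of the 35 genes passed in limma against tethBCL2, also when adjusted over the list alone (2 higher and 0 lower at an unadjusted p under 0.05, 5 higher and 1 lower by the methods' t-test), or against MRP8NRASD12 (0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test). Of the 6 measured genes of the paper's own list, none passed against tethBCL2 over all genes (2 higher and 0 lower at an unadjusted p under 0.05, 2 higher and 0 lower by the methods' t-test; 1 higher and 0 lower when adjusted over the list alone), at a median of 0.18; that list was chosen on these samples, so its direction is not independent evidence.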

Of the ten most significantly upregulated pathways (Table 2), the pathway ranking first concerned genes of the PSM family of the proteasome, namely genes coding for different components of 26S. Increase in proteasome activity has been reported in MDS patients, and various studies have shown the potential benefit of combining an inhibitor of proteasome, bortezomid, with conventional MDS therapy [37, 38]. Equally significantly upregulated were genes coding for cell metabolism (energy and lipids) and the cell cycle/checkpoints/DNA repair. 

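Cell cycle genes leaned upward in HR-MDS compared with tethBCL2 mice, and some of them rose. Of 42 measured genes, 8 rose, 0 fell and 34 did not pass (limma; 36 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.80 (adjusted p = 2.4e-26 from camera, adjusted p = 0.600 with an estimated correlation). The proliferation marker Mki67 rose by 2.12 (standard error 0.40, adjusted p = 0.0395), from 6.43 ± 0.21 (SD, n = 3) to 8.55 ± 0.63 (SD, n = 3) on the log2 scale. The mitotic kinase gene Plk1 rose by 1.98 (standard error 0.37, adjusted p = 0.0375), the cyclin genes Ccna2 and Ccnb2 by 1.94 and 1.69, the spindle factor Tpx2 by 1.91 and the spindle checkpoint kinase Bub1b by 1.82. None of the 42 genes passed without any 1 array of these groups other than HR-MDS 8398, and 12 did without HR-MDS 8398; with only the arrays compared 18 did. Every HR-MDS array was above every tethBCL2 array for Mki67 (exact permutation test, two-sided p = 0.1, the smallest possible).
Compared with MRP8NRASD12 mice the same 42 genes had a median of -0.21 (adjusted p = 0.00588 from camera, adjusted p = 0.880 with an estimated correlation), and none passed in limma (0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower by the methods' t-test). In the paper's own list of 7 genes, chosen on these samples and so no independent evidence of direction, none passed against tethBCL2 over all genes (4 higher and 0 lower at an unadjusted p under 0.05, 5 higher and 0 lower by the methods' t-test; 4 higher and 0 lower when adjusted over the list alone). Bub3, a spindle checkpoint gene of that list, was at 0.45 (adjusted p = 0.163). Markers of cell types leaned upward in the comparison with tethBCL2 as well, with medians of 3.72 for neutrophil, 1.28 for monocyte and macrophage and 0.52 for stem and progenitor markers. The paper gives cell cycle and checkpoint genes as raised among the genes unique to HR-MDS mice, which it used to select pathways of the start or upkeep of the disease.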

Genes coding for components of the major complexes of the mitochondrial electron transport chain were also significantly upregulated (Fig. 3a). These included genes of complex I: NADH deshydrogenase, complex IV: cytochrome c oxidase, and complex V: ATPase (confirmed by quantitative reverse transcription-PCR (qRT-PCR) in the BM and spleen cells of HR-MDS mice Fig. 4). 

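Genes of the electron transport chain leaned upward in HR-MDS mice compared with tethBCL2 mice, by small amounts. The 52 measured subunits had a median log2 fold change of 0.17 (adjusted p = 0.0427 from camera, adjusted p = 0.824 with an estimated correlation), and of -0.06 against MRP8NRASD12 (adjusted p = 0.179 from camera). Cox4i1, of cytochrome c oxidase, was at 0.23 (standard error 0.09, adjusted p = 0.340) against tethBCL2 and 0.03 against MRP8NRASD12. Ndufv2 and Ndufb3, of NADH dehydrogenase, were at 0.27 (standard error 0.19, adjusted p = 0.663) and 0.18 (standard error 0.21, adjusted p = 0.809) against tethBCL2. Ndufb10 and Ndufb11, also of complex I, were at -0.35 (standard error 0.12, adjusted p = 0.261) and -0.38 (standard error 0.14, adjusted p = 0.280). The median against tethBCL2 was 0.16 over 27 genes of complex I, 0.25 over 8 of complex IV and 0.16 over 7 of complex V.
None of the 52 genes passed in limma against tethBCL2, also when adjusted over the list alone (7 higher and 2 lower at an unadjusted p under 0.05, 9 higher and 2 lower by the methods' t-test), or against MRP8NRASD12 (1 higher and 1 lower at an unadjusted p under 0.05, 1 higher and 2 lower by the methods' t-test). Of complex I, IV and V, 2, 2 and 0 genes were higher at an unadjusted p under 0.05. The paper's own list gave 8 measured genes with a median of 0.19, none past in limma (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by the methods' t-test); it was chosen on these samples, so its direction is not independent evidence.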

Oxidative phosphorylation is the metabolic pathway in which mitochondria produce ATP required by proliferating cells. Oxidative metabolism also produces reactive oxygen species (ROS) such as superoxide and hydrogen peroxide, leading to propagation of free radicals, enhancement of antioxidant pathways but also DNA damage. Genes of the ROS/antioxidant pathways (such as *Txn1*, *Gpx1*, *Cebpα*) were not significantly dysregulated in the HR-MDS mice compared to the founder mice (Additional file 1: Table S14), whereas cell cycle checkpoints, DNA damage/repair genes were significantly upregulated (i.e., *mad2l1*, *cdc25a*, *mdm2*, *chek2*, *rad54b*, *brca1*, *fancm* (Table 2, Additional file 1: Tables S5 and S7). These pathways and genes have also been shown altered in some GEP studies of MDS patients [12, 16]. 

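Of the 19 measured antioxidant genes, 1 rose, 0 fell and 18 did not pass in HR-MDS compared with tethBCL2 mice (limma; 4 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.13 (adjusted p = 0.0868 from camera). The risen gene, Hmox1 (1.60 (standard error 0.26, adjusted p = 0.0203)), encodes the heme oxygenase that macrophages also express. It did not pass without tethBCL2 7758, tethBCL2 7465, HR-MDS 8111 or HR-MDS 8019. The thioredoxin gene Txn1 was at -0.61 (adjusted p = 0.446) against tethBCL2 and -0.37 (adjusted p = 0.971) against MRP8NRASD12. Gpx1, a glutathione peroxidase, was at 0.47 (adjusted p = 0.346) and -0.59 (adjusted p = 0.790), and the myeloid transcription factor Cebpa at 0.51 (adjusted p = 0.245) and 0.00 (adjusted p = 0.998). Against MRP8NRASD12 no antioxidant gene passed in limma (0 higher and 4 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test), at a median of -0.11 (adjusted p = 0.116 from camera).
The checkpoint genes Mad2l1 and Cdc25a were at 0.53 (adjusted p = 0.302) and 0.66 (adjusted p = 0.198) against tethBCL2, and at 0.06 and -0.26 against MRP8NRASD12. Chek2 and Brca1, of the DNA damage response, were at 0.23 (adjusted p = 0.873) and 0.49 (adjusted p = 0.397) against tethBCL2, Rad54b at 0.57 (adjusted p = 0.489), Fancm at -0.05 (adjusted p = 0.959) and Mdm2, the ligase that turns over p53, at 0.01 (adjusted p = 0.988). Against MRP8NRASD12 these 5 genes lay between -0.16 (Chek2) and 0.03 (Fancm). Over 34 genes of DNA repair the median against tethBCL2 was 0.06 (adjusted p = 0.567 from camera), and none passed in limma, also when adjusted over the list alone (8 higher and 2 lower at an unadjusted p under 0.05, 11 higher and 3 lower by the methods' t-test); Rad54l and Bard1 were at 0.76 and 0.69.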

Amongst the lipid metabolism upregulated genes figured both those of ether lipid metabolism and glycosphingolipid biosynthesis. 

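Of 17 genes of ether lipid metabolism, none passed over all genes in HR-MDS compared with tethBCL2 mice (limma; 6 higher and 0 lower at an unadjusted p under 0.05, 6 higher and 0 lower by the methods' t-test; 1 higher and 0 lower when adjusted over the list alone). Their median log2 fold change was 0.07 (adjusted p = 0.207 from camera). Pafah1b3, a subunit of the enzyme that degrades platelet-activating factor, was at 0.67 (standard error 0.30, adjusted p = 0.413), and the lipid phosphatase gene Plpp1 at 0.57 (standard error 0.14, adjusted p = 0.0986). The phospholipase gene Pla2g4a was at 0.56 (standard error 0.18, adjusted p = 0.225). Chpt1 and Agpat4, which act in phospholipid synthesis, were at -0.04 (standard error 0.12) and 0.10 (standard error 0.20), not past in limma. Against MRP8NRASD12, Pafah1b3 was at 0.15 and Agpat4 at 0.33. The 4 measured genes of the paper's ether lipid list had a median of 0.33 against tethBCL2, with none past over all genes in limma (2 higher and 0 lower at an unadjusted p under 0.05, 2 higher and 0 lower by the methods' t-test; 1 higher and 0 lower when adjusted over the list alone).
Among 13 genes of glycosphingolipid metabolism, the median was 0.05 and the mean 0.01, while camera's direction was down (adjusted p = 0.399 from camera). None passed in limma, also when adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05, 1 higher and 2 lower by the methods' t-test). Ugcg, the synthase of glucosylceramide, was at -0.47 (adjusted p = 0.243), and the sialyltransferase gene St8sia1 at -0.34 (adjusted p = 0.400); St8sia1 was at 0.18 as the mean of its probe sets. The beta-galactosidase gene Glb1 and the acetyl-CoA transporter gene Slc33a1, the 2 measured genes of the paper's list, were at 0.24 (adjusted p = 0.688) and 0.48 (adjusted p = 0.562). The paper's lists were chosen on these samples, so their direction is not independent evidence.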

Though increase of acylglycerophospholipids and ether lipid metabolism have been reported in cancers, (confirmed by qRT-PCR in the BM and spleen cells of HR-MDS mice Fig. 4) with loss of tumorigenicity when efficiently targeted [39], little is known regarding MDS patients.

**Table 2:** Top regulated pathways in the list of upregulated genes in HR-MDS mice

Functional pathway KEGG database	*n*	Up *P* value	Upregulated genes^a^
*Genetic information processing* Proteasome	7	4.3E-04	**PSMD14, PSMD12, PSMC4, PSMA5, PSMD2, POMP, PSME4**
			*PSMD14*, *PSMD12*, *PSMC4*, *PSMA5*, *PSMD2*, *PSME4* : *PSM family (proteasome 26S subunit)*
			*POMP: proteasome maturation protein*
*Energy Metabolism* Oxidative phosphorylation	10	2.0E-03	**NDUFB3, NDUFV2, ATP5C1, COX4I2, COX4I1, VDAC2, VDAC3, ATP5J, SLC25A4, PPID**
			*NDUFB3*, *NDUFV2: NADH Ubiquinone oxido reductase*
			*ATP5C1*, *ATP5J: one of the subunits of mitochondria APTase*
			*VDAC2*, *VDAC3: voltage dependent anion channel.*
			*COX4I2*, *COX4I1cytochrome c oxidase subunit 4*
			*SLC25A4: SOLUTE CARRIER FAMILY 25 mitochondrial ADP/ATP translocator*
			*PPID: peptidylprolyl isomerase D*
*Lipid metabolism* Ether lipid metabolism	4	3.7E-02	**PAFAH1B3, AGPAT4, PPAP2A, CHPT1**
			*PAFAH1B3: platelet-activating factor acetylhydrolase 1b*, *catalytic subunit 3*
			*AGPAT4: 1-acylglycerol-3-phosphate O-acyltransferase 4*
			*PPAP2A: Phosphatidic Acid Phosphatase 2a*
			*CHPT1: choline phosphor transferase 1*
*Lipid metabolism* Glycosphingolipid biosynthesis	3	3.9E-02	**SLC33A1, HEXB, GLB1**
			*SLC33A1: solute carrier family 33 (acetyl-CoA transporter)*
			*HEXB: hexosaminidase B (beta polypeptide)*
			*GLB1 : Galactosidase*, *beta 1*
*Cellular processes* Cell cycle	7	5.4E-02	**MAD2L1, CCNH, SKP2, MDM2, CHEK2, CDC25A, BUB3**
			*MAD2L1*, *mitotic spindle assembly checkpoint (interacts with BUB1)*
			*CCNH: cyclin H; SKP2 : S-phase kinase-associated protein 2*
			*MDM2: mouse double minute 2 homolog (E3 ubiquitin-protein ligase); CHEK2: checkpoint*
			*BUB3: budding uninhibited by benzimidazole (checkpoint protein )*

^a^Gene card nomenclature

**Fig. 3:**
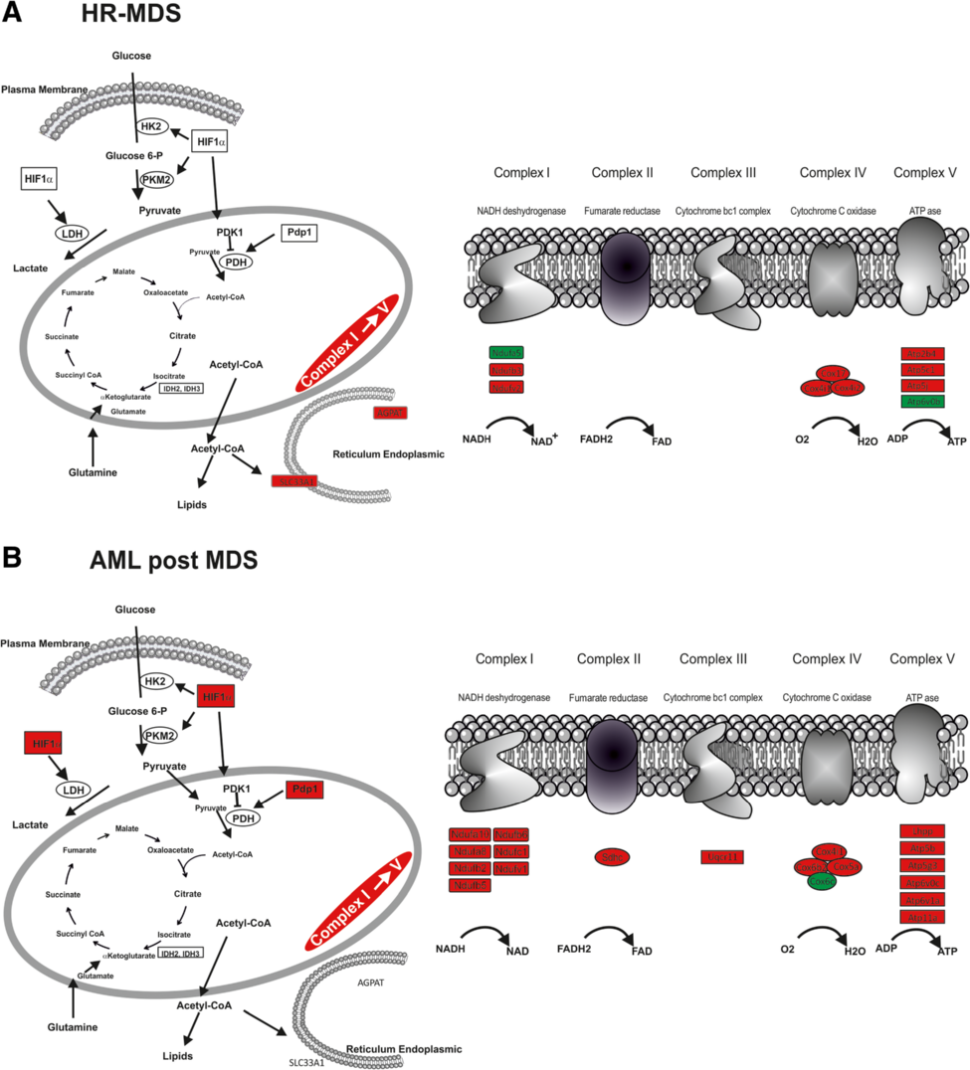
Schematic representation of dysregulated energy metabolism pathways. Dysregulated pathways are noted in *red*, if upregulated, and in *green*, if downregulated. **a** HR-MDS; **b** AML post MDS

**Fig. 4:**
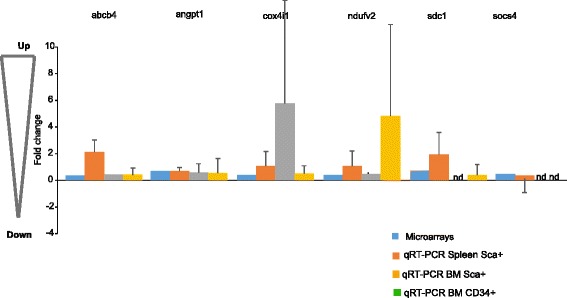
qRT-PCR validation of the GEP microarray data (*blue*) in Sca1+ cells purified from BM or spleen of another set of HR-MDS mice (*two different hues of orange*), and CD34+ cells purified from MDS patients (*green*) compared to FBV/N or CD34 BM cells, respectively. Data expressed as fold change of expression of several genes of three pathways shown (angpt1 (signal transduction); cox4i1 and ndufv2 (oxidative metabolism); sdc1 (DNA processing)). qRT-PCR fold changes shown here are represented as the average of three experiments

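Tnfaip3, which restrains NF-kappaB, had a log2 fold change of -0.40 (standard error 0.29, adjusted p = 0.686) in HR-MDS compared with tethBCL2 mice and 0.58 (standard error 0.29, adjusted p = 0.850) compared with MRP8NRASD12 mice. Mapk9, which encodes the kinase JNK2, was at -0.23 (standard error 0.17, adjusted p = 0.692) and 0.09 (standard error 0.17, adjusted p = 0.995). Of the Naip genes only Naip2 has a value under a symbol of its own, at 0.05 (adjusted p = 0.957) against tethBCL2 and -0.51 (adjusted p = 0.795) against MRP8NRASD12. Of 8 inhibitors of apoptosis, none passed in limma against tethBCL2, also when adjusted over the list alone (1 higher and 1 lower at an unadjusted p under 0.05, 1 higher and 2 lower by the methods' t-test), or against MRP8NRASD12 (0 higher and 1 lower at an unadjusted p under 0.05, 0 higher and 0 lower by the methods' t-test). Their median was -0.03 (adjusted p = 0.440 from camera) against tethBCL2 and 0.05 (adjusted p = 0.784 from camera) against MRP8NRASD12. Birc3 and Mcl1 were at -0.33 (adjusted p = 0.348) and 0.20 (adjusted p = 0.379) against tethBCL2.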

A survival/apoptosis pathway showed a significant downregulation of genes coding for inhibitors of apoptosis (*naip*, *tnfaip3*, and *madk9*) in line with the apoptosis observed in this HR-MDS model [29, 30, 32]. 

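Pik3c2a, a class II PI3K, had a log2 fold change of -0.31 (standard error 0.16, adjusted p = 0.510) in HR-MDS compared with tethBCL2 mice and 0.12 (standard error 0.16, adjusted p = 0.993) compared with MRP8NRASD12 mice. Pip4k2a, a phosphoinositide kinase, was at -0.22 (standard error 0.13, adjusted p = 0.579) and 0.07 (standard error 0.13, adjusted p = 0.995). Pik3c2b has no value under a symbol of its own. Among 18 phosphoinositide genes none passed in limma against tethBCL2, also when adjusted over the list alone (1 higher and 1 lower at an unadjusted p under 0.05, 1 higher and 3 lower by the methods' t-test), at a median of -0.05 (adjusted p = 0.118 from camera). Pik3cg, the class I kinase of leukocytes, was at 0.38 (adjusted p = 0.331), and the calcium channel gene Itpr3 at -0.26 (adjusted p = 0.424).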

Downregulation of genes of the PI3K family (class II) and *Pten* was also significantly downregulated (Table 3). While *Pten* is a well-known tumor suppressor, few reports link it with MDS [40, 41]. Class II PI3K proteins are involved in the translocation of proteins to the cell membrane and have been shown instrumental in *Shh* signaling, a pathway implicated in the relation of stem cell with its environment [42]. Moreover, two other downregulated pathways included genes coding for *socs4*, a member of the suppressor of cytokine signaling family (confirmed by qRT-PCR in the BM and spleen cells of HR-MDS mice Fig. 4), and regulators of the immune response such as CD19 and CD40, also reported to be decreased in MDS [20, 22, 43]

**Table 3:** Top regulated pathways in the list of downregulated genes in HR-MDS mice

Functional pathway KEGG database	*n*	Down *P* value	Downregulated genes^a^
*Cellular processes* Inhibition of Apoptosis	5	1.2E-2	**NAIP6, NAIP5, NLRC4, MAPK9, TNFAIP3**
			*NAIP6; NAIP5: NLR family*, *apoptosis inhibitory protein 6; NLRC4: NLR family CARD domain-containing protein 4; MAPK9: Mitogen activated kinase 9; TNFAIP3: Tumor necrosis factor*, *alpha-induced protein 3*
*Environmental adaptation* Circadian rhythm	3	1.4E-2	**NR1D1, PER1, CLOCK**
			*NR1D1: nuclear receptor subfamily 1*, *group D*, *member 1*
			*PER1: period circadian clock 1*
			*CLOCK: circadian locomotor output cycles kaput*
*Signal transduction* Phosphatidylinositol signaling system	5	2.2E-2	**PIK3C2A, PIK3C2B, PIP4K2A, PTEN, ITPR1**
			*PIK3C2A: phosphatidylinositol-4-phosphate 3-kinase*
			*PIP4K2A: phosphatidylinositol-5-phosphate 4-kinase*, *type II*,
			*PTEN: phosphatase and tensin homolog*
			*ITPR1: inositol 1*,*4*,*5-trisphosphate receptor type 1*
*Human diseases* Type II diabetes mellitus	4	3.2E-2	**IRS2, MAPK9, CACNA1E, SOCS4**
			*IRS2: insulin receptor substrate 2; MAPK9: mitogen activated kinase 9*
			*CACNA1E: calcium channel*, *voltage-dependent*, *R type*, *alpha 1E subunit*
			*SOCS4: suppressor of cytokine signaling 4*
*Human diseases* Primary immunodeficiency	3	9.3E-2	**CD19, RFX5, CD40**
			CD19: antigen receptor of B lymphocytes; *RFX5: regulatory factor X*; CD40: TNF receptor superfamily member 5

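Of 5 measured genes that Table S3 gives as higher in HR-MDS than in tethBCL2 mice, 1 rose, 0 fell and 4 did not pass (limma; 4 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.67. Tram2, which acts in collagen secretion at the endoplasmic reticulum, was at 0.90 (standard error 0.24, adjusted p = 0.137) and Rab5if at 0.67 (standard error 0.18, adjusted p = 0.132). Of 4 measured genes that it gives as lower, none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test), also when adjusted over the list alone, at a median of -0.26. Compared with MRP8NRASD12 mice, Tram2 and Rab5if were at 0.05 (adjusted p = 0.995) and -0.32 (adjusted p = 0.878). These genes were chosen on these samples, so their direction is not independent evidence. The remaining genes of Table S3 have no value under a symbol of their own.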

When we separately studied the 16 genes that were differentially expressed between the HR-MDS mice and its founder single transgenic mice (i.e., upregulated in the HR-MDS and downregulated in the founders or vice versa), we found that the majority (14 out of 16) of these differentially regulated genes were between the HR-MDS and the founder _tet_hBCL-2 mice (Fig. 2d and Additional file 1: Table S3). The most significantly differentially dysregulated gene was angiopoietin, *Angpt1*, upregulated in the HR-MDS mice (confirmed by qRT-PCR in the BM and spleen cells of HR-MDS mice and CD34+ from MDS patients Figs. 2e and 4). 

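Angpt1, the ligand of the receptor TIE2 on endothelial and hematopoietic stem cells, was higher in HR-MDS than in tethBCL2 mice, with a log2 fold change of 1.93 (standard error 0.31, adjusted p = 0.0203) in limma. Its log2 value was 6.80 ± 0.44 (SD, n = 3) in HR-MDS, 4.87 ± 0.23 (SD, n = 3) in tethBCL2 and 6.54 ± 0.63 (SD, n = 3) in MRP8NRASD12 mice. Each HR-MDS array was above each tethBCL2 array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). Compared with MRP8NRASD12 mice it was at 0.26 (standard error 0.31, adjusted p = 0.993) (exact permutation test, two-sided p = 0.8). Against tethBCL2 it did not pass in limma without any 1 array of these groups other than HR-MDS 8398.

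**Figure D2:**
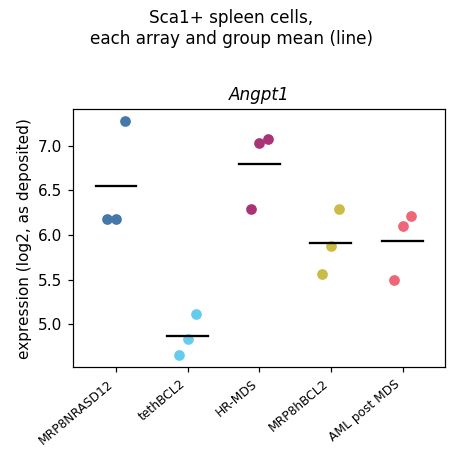
Log2 value of Angpt1 (vertical axis, as deposited) in each array by group of mice; points are arrays and lines are means of 3 arrays. The tethBCL2 mean is 4.87 and the HR-MDS mean 6.80.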

Angiogenesis in MDS has been described, and some of the efficacy of Lenalidomide is related to its anti-angiogenic effect [44, 45]. The other dysregulated genes were linked to *gene processing* with transcription regulation genes such as *Zbtb10* (a Zinc finger/POZ domain gene), the *Mms22*l gene (a stabilizer of the NFKB-like enhancer), the *Rgl1* gene (the Ral guanine nucleotide dissociation stimulator involved in Ras and Ral signaling [46]), the *Lrrc41* gene coding for a substrate of RhoBTB-dependent *cullin* 3 ubiquitin ligase complexes [47], and the *Baiap2l1* gene that modulates *MDM2*-mediated p53 low-level ubiquitination. This latter gene is dysregulated in myelofibrosis and a fusion partner of *Fgfr3* in AML [48] *membrane transporters* with an increased expression of the P-glycoprotein gene (*Abcb4*-*Mdr3*) in the HR-MDS mice, gene linked to drug resistance in MDS [49] (confirmed by qRT-PCR in the BM and spleen cells of HR-MDS mice Fig. 4), *cytokine signaling* (*Socs4*, and *Rfx5*, a regulatory factor for major histocompatibility complex, altered in primary MHCI deficiency [50]) and *cell adhesion* with the *Troap* gene coding for the trophin-associated protein involved in cell adhesion complexes [51]. 

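Rgl1, an exchange factor for Ral, had a log2 fold change of 0.58 (standard error 0.17, adjusted p = 0.176) in HR-MDS compared with tethBCL2 mice and 0.08 (standard error 0.17, adjusted p = 0.995) compared with MRP8NRASD12 mice. Mms22l, which also acts in the repair of stalled replication forks, was at 0.39 (standard error 0.24, adjusted p = 0.615) and -0.15 (standard error 0.24, adjusted p = 0.995). Lrrc41 was at 0.02 (standard error 0.14, adjusted p = 0.971) against tethBCL2 and 0.03 (standard error 0.14, adjusted p = 0.995) against MRP8NRASD12. Baiap2l1, an adaptor of the actin cytoskeleton, was at -0.65 (standard error 0.29, adjusted p = 0.411) and 0.62 (standard error 0.29, adjusted p = 0.816). Zbtb10 has no value under a symbol of its own.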

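Socs4, a suppressor of cytokine signaling, had a log2 fold change of -0.35 (standard error 0.21, adjusted p = 0.593) in HR-MDS compared with tethBCL2 mice and 0.25 (standard error 0.21, adjusted p = 0.978) compared with MRP8NRASD12 mice. Rfx5, which drives genes of class II histocompatibility molecules, was at -0.18 (standard error 0.15, adjusted p = 0.723) and 0.02 (standard error 0.15, adjusted p = 0.996). Abcb4 has no value under a symbol of its own. Among 16 genes of the H2 complex, none passed in limma against tethBCL2, also when adjusted over the list alone (0 higher and 3 lower at an unadjusted p under 0.05, 0 higher and 4 lower by the methods' t-test), at a median of -0.10 (adjusted p = 0.00770 from camera, adjusted p = 0.442 with an estimated correlation). H2-Q10 and H2-Ea were at -0.37 and -0.51. Against MRP8NRASD12, 1 of them rose and 15 did not pass (2 higher and 0 lower when adjusted over the list alone), with a median of 0.00, a mean of 0.08 and an upward direction in camera (adjusted p = 0.289 from camera).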

Only one gene, *Sumo2* (coding for a SUMO ligase) was significantly differentially expressed (upregulated) between the HR-MDS mice and its founder _MRP8_NRASD12 mice; SUMOylation is a major post translation modification of key proteins involved in cell control and carcinogenesis [52]. Finally, only one gene, *Tmem181a*, was differentially expressed between HR-MDS and its two founders, _MRP8_NRASD12 and _tet_hBCL-2 mice (upregulated in the founders and downregulated in HR-MDS mice). The function of Tmem181a is still not fully defined; it is a transmembrane protein with a conserved domain of Wnt binding factor required for Wnt secretion MIG-14 [53]. Abnormalities in the microenvironment and Wnt signaling may well relate to our current knowledge of MDS disease initiation and/or maintenance [54].

### Gene expression profile of the AML post MDS model

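The AML post MDS model was read on the same kind of array from Sca1+ spleen cells, with n = 3 AML post MDS mice (3622, 3626 and 3518 in the sample titles) and n = 3 MRP8hBCL2 mice (3012, 3386 and 3391). Their other founder, MRP8NRASD12, is the group of 3 arrays used for HR-MDS. FVB/N arrays were not analysed here. The authors deposited log2 values in the same form, with array medians of 6.67, 6.79 and 6.84 in the MRP8hBCL2 mice and 6.81, 6.55 and 6.77 in the AML post MDS mice, in the order of the numbers given. The same limma model gave the tests.
The MRP8hBCL2 and AML post MDS arrays carry mouse numbers that begin with 3, and the other 9 arrays numbers that begin with 7 or 8. The first principal component, 43.3% of the variance, parts these number series, and 5441 genes differed between them (limma, 3110 higher and 2331 lower in MRP8hBCL2 and AML post MDS). AML post MDS and MRP8NRASD12 lie in different number series, so what sets the series apart and what sets these groups apart cannot be told apart. Sex is unbalanced between these groups as well. By Y-linked genes AML post MDS 3622 and 3626 look male, and AML post MDS 3518 and the MRP8NRASD12 arrays look female. The ages of the founder mice at sampling are not given in the sources used here. Across genes, the change of AML post MDS from MRP8NRASD12 correlated at 0.709 with that of MRP8hBCL2 from tethBCL2. These 2 comparisons share no array and both cross the series. In both, only the former group carries the MRP8hBCL2 transgene. Genes are not independent replicates. AML post MDS and MRP8hBCL2 lie in the same number series. Subunits of stable complexes spread widely across the series: over 107 subunits of the proteasome, the respiratory chain and the ribosome, the SD of the log2 fold change was 1.54 times that of genes of like level for AML post MDS against MRP8NRASD12, and 0.805 times for AML post MDS against MRP8hBCL2. Psmb2 at 1.31 and Psmc5 at -1.34, subunits of the same proteasome, show that spread against MRP8NRASD12.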

The same GEP and functional annotation studies were performed in the AML post MDS model. The characteristics of the AML post MDS model are summarized in Fig. 5. The only difference in the establishment of the AML post MDS mice compared to that of the HR-MDS mice is the founder BCL2 mice where the promoter driving the expression of the BCL2 transgene is MRP8 (Fig. 5a). The AML post MDS mice have been described with the HR-MDS mice [29, 30, 32–35]. The co-expression of the two transgenes is required to establish the HR-MDS disease and impacts on survival (Fig. 5b). The AML post MDS mice present features of AML with major infiltration of blasts in the BM (Fig. 5a) and spleen, a significant increase of immature cells Lin^−^Sca1+ckit+ (LSK) cells in the BM (Fig. 5c) and absence of apoptosis by Tunel assay [29] and 99Tc-Annexin SPECT imaging (Fig. 5d). Persistence of dysplasia in myeloid cells confers the title of AML post MDS to the disease [25, 32]. We have previously shown in these mice an increase in reactive oxygen species (ROS) and the frequency of DNA damage [35]. Contrary to the HR-MDS mice, but in line with the leukemic features of these mice, the RAS:BCL2 complex, is here found at the mitochondria membrane, favoring BCL2 pathways and increased survival of blast cells [32]. The mitochondrial localization of the RAS:BCL2 complex was also noted in MDS patients with high blast count and low levels of apoptosis [30]. As for the HR-MDS model, we have shown that injection of Sca1+ spleen cells from AML post MDS mice transfers the disease in syngeneic mice (Fig. 5f) [32].

**Fig. 5:**
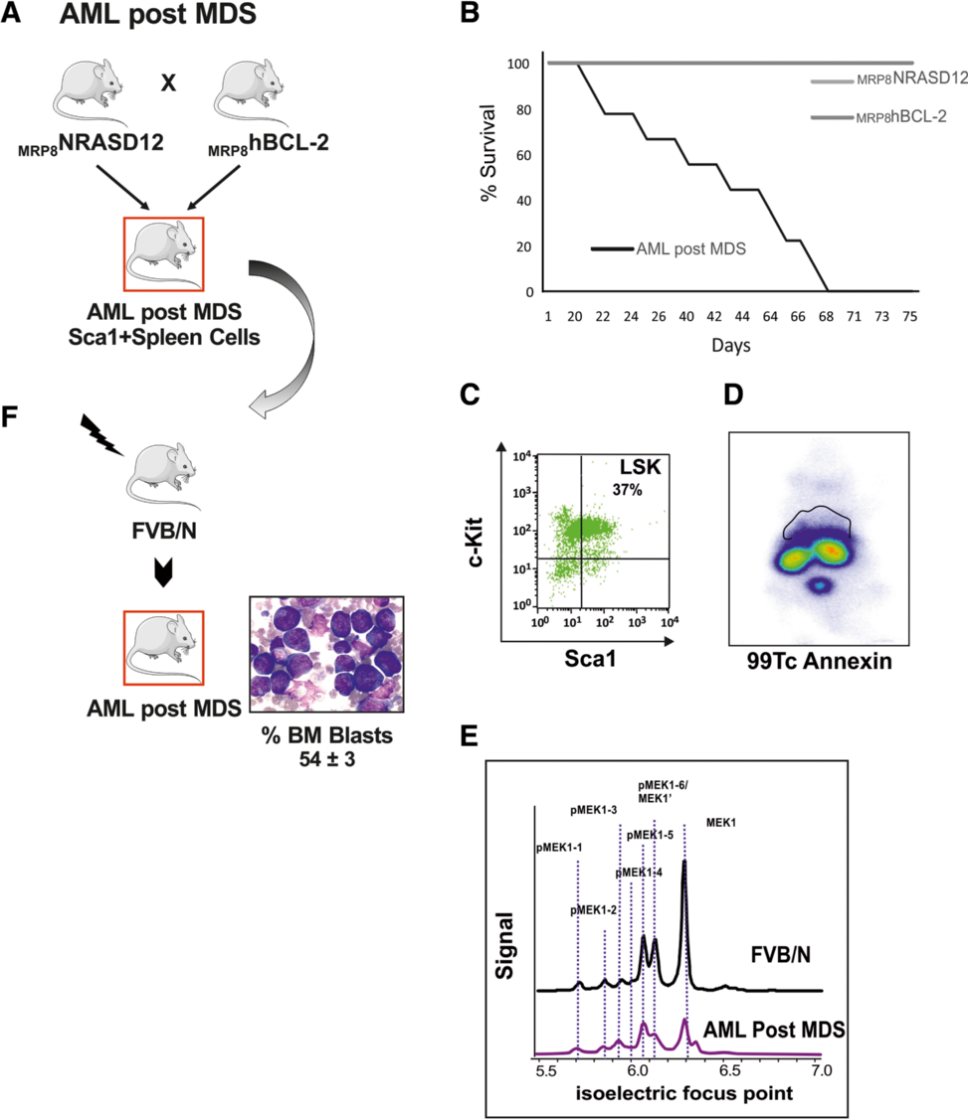
**a** Schematic representation of the AML post MDS mouse model. The characteristics of these models have previously been published ^[24-26;29]^; **b** Decrease of the survival of AML post MDS mice compared to the survival of the funders, _MRP8_NRASD12 and _MRP8_hBCL-2; **c** Increased level of Lin-Sca1+-cKit+ (LSK) cells in the BM; **d** Decreased level of apoptosis in the liver by whole body SPECT using ^99^Tc-Annexin (liver and spleen region located above the kidneys); **e** Validation of microarray data: Decreased levels of MEK isoforms in the AML post MDS spleen cells compared to FVB/N control mice by the nanofluidic proteomic analysis; **f** The disease can be transplanted in normal FVB/N irradiated syngeneic mice with either the Sca1+ cells of the spleen or BM of the AML post MDS mice resulting in 54 % blast infiltration in the BM blasts as in AML post MDS mice.^[24-26;29]^

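The receptor gene C3ar1, for the complement fragment C3a, was the most increased gene in AML post MDS compared with MRP8NRASD12 mice, with a log2 fold change of 3.92 (standard error 0.45, adjusted p = 5.0e-05). The metallothionein gene Mt2 rose by 3.51, the eosinophil ribonuclease gene Ear6 by 3.33, Il2ra, the alpha chain of the interleukin-2 receptor, by 3.27 and the granzyme gene Gzmb by 3.25. Selenok (3.08), Uqcc2 (3.08), Rps27l (2.89), the T cell receptor chain gene Cd3g (2.63) and the acute phase gene Saa3 (2.62) rose as well. Among the most decreased were Ccdc88b (-3.15), the mitochondrial gene Micos10 (-3.07), AY036118 (-2.99), the iron exporter Slc40a1 (-2.64), the macrophage gene Cd5l (-2.63), Fkbp2 (-2.61), Gadd45a (-2.41), Anxa1 (-2.28), Blvra (-2.14) and C1galt1c1 (-2.12). Of the genes named here, Mt2 (3.75) was also among the 10 most raised in MRP8hBCL2 compared with tethBCL2 mice. Ccdc88b (-2.66), Micos10 (-2.91), AY036118 (-3.54) and Gadd45a (-2.90) were among the 10 most lowered there. Those founders also lie in different number series. In all 2025 genes rose and 1299 fell (limma), 777 of them at least 2-fold, across the number series; the count of 3324 was 1843 with only the arrays compared, 5076 with limma's array weights, 5244 with all probe sets and 292 by the methods' t-test once adjusted.
Compared with MRP8hBCL2 mice, 191 genes rose and 96 fell, 131 of them at least 2-fold. Retnlg, a neutrophil gene, rose by 3.71 (standard error 0.71, adjusted p = 0.0234), C3ar1 by 3.42, Mmp9 by 2.95, the chemokine receptor gene Ccr1 by 2.78, Vcan by 2.71 and the basophil protease gene Mcpt8 by 2.25. Cd209d (-2.27), Siglech (-1.65) and Clec9a (-1.46) fell. So did Cpne4 (-2.12), Tdrp (-1.55), Ccr9 (-1.52), Adh1 (-1.49), Adam30 (-1.45), Sidt1 (-1.44) and Dzip1 (-1.34). Of these genes C3ar1, Vcan, Cpne4, Tdrp, Sidt1 and Dzip1 passed with any 1 array of these groups left out; each of the others did not pass without MRP8hBCL2 3386, AML post MDS 3622 or AML post MDS 3626.
The count against MRP8hBCL2 was 762 without MRP8hBCL2 3391, 32 and 14 without MRP8hBCL2 3012 and 3386, and 93, 50 and 86 without AML post MDS 3622, 3626 and 3518. It was 0 with the compared arrays alone in limma (2344 genes at an unadjusted p under 0.05 with all arrays), 1511 by the methods' t-test and 0 by that test once adjusted. The groups did not overlap for 29.9% of all genes tested against MRP8NRASD12 and for 18.2% against MRP8hBCL2, where chance gives 10%. Of all genes tested, 22.4% passed against MRP8NRASD12 and 1.93% against MRP8hBCL2. The counts within gene lists are to be read beside these shares.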

The GEP of these mice shows a total of 8026 dysregulated genes compared to normal FVB/N mice (Fig. 6a, b), as most (67 %, *n* = 5352) of these dysregulated genes were common and with similar levels of expression between the AML post MDS mice and the founders (the _MRP8_NRASD12 or the _MRP8_hBCL2 single transgenic mice) (Additional file 1: Table S15). Gene Set Enrichment Analysis (GSEA) was performed with the 8026 genes significantly dysregulated in AML post MDS mice compared with normal FVB/N mice, highlighting enrichment in *cellular processes* (cell cycle/DNA damage-repair), cell metabolism (energy; lipid metabolism), and immune system (Table 1 and Additional file 2: Figure S1B).

**Fig. 6:**
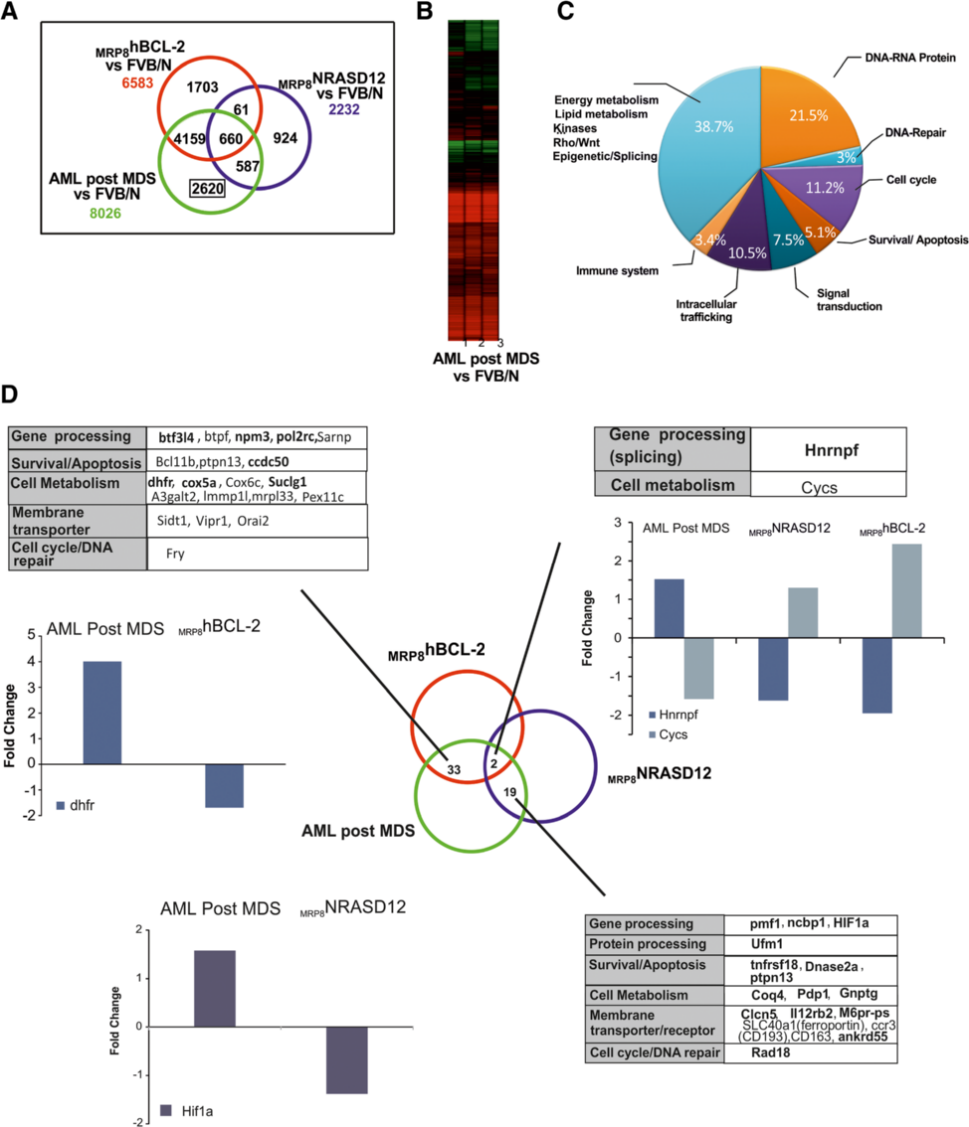
**a** Venn diagrams of co-expressed and uniquely dysregulated genes compared to control FVB/N mice in the AML post MDS, _MRP8_NRASD12 and _MRP8_hBCL-2 transgenic mice; **b** Heat Map of GEP performed on the Sca1+ cells of AML post MDS mice (*n* = 3) compared to control FVB/N mice (*n* = 3); **c** Distribution in % of the significantly dysregulated genes in the KEGG DAVID annotation pathways; **d** Analysis of the differentially expressed (i.e., upregulated in the AML post MDS transgenic mice and downregulated in the founder mice and vice versa). Genes in *regular font* are expressed at lower levels and genes in *bold font* are expressed in higher levels. Examples of microarray data are shown for each intersection

As for the HR-MDS model, to select differentially expressed pathways implicated in the initiation or maintenance of the disease, we focused our study on Database for Annotation, Visualization and Integrated Discovery (DAVID) GEP analysis, on the 2620 dysregulated genes that were unique to the AML post MDS mice (Additional file 1: Table S16) and the 54 dysregulated genes that were differentially expressed (i.e., upregulated in the AML post MDS and downregulated in the founder mice and vice versa) (Fig. 6d and Additional file 1: Table S17).

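Genes that differed from both founders in 1 direction numbered 157 in AML post MDS mice, 129 higher and 28 lower (limma), 65 of them at least 2-fold in both comparisons. C3ar1 was at 9.43 ± 0.94 (SD, n = 3) in AML post MDS, 6.02 ± 0.84 (SD, n = 3) in MRP8hBCL2 and 5.51 ± 0.41 (SD, n = 3) in MRP8NRASD12 mice on the log2 scale. Every AML post MDS array was above every founder array for it (exact permutation test, two-sided p = 0.1 against each founder, the smallest possible). Other increases, given against MRP8NRASD12 and then MRP8hBCL2, were in the leukotriene receptor gene Cysltr1 (2.37 and 2.12), the scavenger receptor gene Msr1 (2.07 and 1.97), the transcription factor gene Tfec (2.32 and 1.89) and the mast cell protease gene Cpa3 (2.02 and 1.84). Nt5dc2, Gatm and the enkephalin gene Penk rose by 2.02, 1.77 and 1.64 against MRP8hBCL2. Decreases, given against MRP8NRASD12 and then MRP8hBCL2, included Cpne4 (-1.36 and -2.12), Tspan15 (-2.05 and -1.24), Tdrp (-1.07 and -1.55), Adam30 (-0.95 and -1.45) and the cannabinoid receptor gene Cnr2 (-1.95 and -0.86).
Both comparisons share the AML post MDS arrays, which with 3 arrays cannot be halved. Groups simulated without a difference shared 0.02 genes on average and 1 at most in 100 simulations, and independent lists of these sizes would share 26.0 higher and 8.39 lower genes. In the simulation no group differs, so a small overlap was set in advance. What the shared arrays add to the overlap of longer lists was not simulated, so neither value is a reference for the 157 genes. The simulation also takes no account of the number series, which the comparison with MRP8NRASD12 crosses. The count was 13 with only the arrays compared and 0 by the methods' t-test once adjusted. It was 371 without MRP8hBCL2 3391, 23 and 10 without MRP8hBCL2 3012 and 3386, and 56, 36 and 61 without AML post MDS 3622, 3626 and 3518.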

We first analyzed the 2620 genes unique to the AML post MDS mice (Additional file 1: Table S16). DAVID and KEGG functional annotation distributed the AML post MDS dysregulated genes in functions similar to those noted for the HR-MDS model, underscoring the malignant background of both models (Fig. 6c). Like the HR-MDS mouse, the majority of the genes were distributed in pathways implicated in *gene processing* (DNA-RNA-protein) (Additional file 1: Table S18), DNA-repair (Additional file 1: Tables S19), *cellular processes* (cell cycle (Additional file 1: Tables S20), survival/apoptosis (Additional file 1: Table S21), signal transduction (Additional file 1: Tables S22, S23), intracellular trafficking, membrane transporters (Additional file 1: Table S24)), and *genes of the immune system* (Additional file 1: Tables S25, S26). 

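Of 17 genes of ether lipid metabolism, 2 rose, 0 fell and 15 did not pass in AML post MDS compared with MRP8hBCL2 mice (limma; 4 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.17 (adjusted p = 0.0475 from camera, adjusted p = 0.776 with an estimated correlation). The lipid phosphatase gene Plpp2 rose by 1.25 (standard error 0.18, adjusted p = 0.00763) and the phospholipase gene Pla2g4a by 0.84 (standard error 0.18, adjusted p = 0.0335). Pla2g4a did not pass without any 1 array of these groups other than MRP8hBCL2 3391. Against MRP8NRASD12, 4 rose, 3 fell and 10 did not pass, across the number series, with Plpp2 at 1.54 and Pafah1b1 at -0.87. Among 13 genes of glycosphingolipid metabolism, 0 rose, 1 fell and 12 did not pass against MRP8hBCL2 (1 higher and 2 lower when adjusted over the list alone); the lower gene is St8sia1, a sialyltransferase of ganglioside synthesis, at -1.02 (standard error 0.15, adjusted p = 0.00783). It did not pass without MRP8hBCL2 3386. The median of that list was 0.09 with a mean of -0.06, and camera's direction was down (adjusted p = 0.399 from camera).
None of 16 genes of cholesterol synthesis passed against MRP8hBCL2 in limma (3 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by the methods' t-test), also when adjusted over the list alone, at a median of -0.03 and a mean of 0.02, with camera's direction down and not past; against MRP8NRASD12, 2 rose, 2 fell and 12 did not pass, with Msmo1 at -1.58 and Ebp at 0.83. Over all genes tested 22.4% passed against MRP8NRASD12, so that count does not stand out. Secretory pathway genes had a median of 0.39 against MRP8hBCL2 (adjusted p = 2.4e-05 from camera, adjusted p = 0.724 with an estimated correlation) and none passed over all genes (13 higher and 2 lower at an unadjusted p under 0.05, 2 higher and 1 lower by the methods' t-test; 9 higher and 0 lower when adjusted over the list alone), with Pdia6 at 0.82 and Sec61a1 at 0.47. Proteasome genes had a median of 0.23 (adjusted p = 8.9e-07 from camera, adjusted p = 0.619 with an estimated correlation), and none passed over all genes (17 higher and 0 lower at an unadjusted p under 0.05, 7 higher and 0 lower by the methods' t-test; 10 higher and 0 lower when adjusted over the list alone), with Psmd13 and Psmc4 at 0.41 and 0.37.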

Other pathways included *energy and lipid metabolism* (Tables 4 and 5; Additional file 1: Table S28), *kinases* (Additional file 1: Table S23), *Rho/Wnt* pathway (Table 6 and Additional file 1: Table S23C), and genes of *splicing* and *epigenetic* enzymes (Additional file 1: Tables S18, S27).

**Table 4:** Top regulated pathways in the list of upregulated genes in AML post MDS mice

Functional pathway KEGG database	*n*	Up *P* Value	Upregulated genes^a^
*Cell metabolism* Oxidative phosphorylation	18	1.0E-03	**NDUFB5, NDUFB6, NDUFB8, ATP5B, COX4I1, NDUFC1, COX5A, LHPP, NDUFA10, ATP5G3, PPA2, NDUFB2, ATP6V0C, ATP6V1A, UQCR11, NDUFV1, SDHC, COX6B2**
			NDUF family: NADH dehydrogenase (ubiquinone) Fe-S family
			SDHC: succinate dehydrogenase complex, subunit C
			LHPP: phospholysine phosphohistidine inorganic pyrophosphate phosphatase
*Nucleotide metabolism* Pyrimidine metabolism	14	2.9E-03	**POLR2G, NUDT2, DTYMK, POLE, AK3, POLA1, POLR2C, NME4, TYMP, POLE3, NME1, POLD1, ENTPD1, DUT**
			NUDT2: nucleoside diphosphate, AK3: adenylate kinase
			TYMP: thymidine phosphorylase, NME: nucleoside diphosphate kinase
			POLE, POLR2C, POLE3, PLD1: polymerases, DUT: deoxyuridine triphosphate
*Immune system* Toll-like receptor signaling	14	3.8E-03	**MAP2K3, MAP2K4, TLR4, FADD, CXCL11, TLR7, CCL4, TLR8, CD80, IFNA7, MAPK13, IFNA5, TICAM2, PIK3R2**
			MAP2K3, MAP2K4: MEK proteins, TICAM2: TIR domain-containing adapter molecule 2
			PIK3R2: Phosphatidylinositol 3-kinase regulatory subunit beta
*Cellular processes* Cell cycle	16	5.8E-03	**CDC6, E2F3, CCNH, SKP2, YWHAB, ESPL1, CDC20, CHEK1, CHEK2, CDC25C, MCM4, 2CDK2, CCNE2, CDC45, MAD2L1, CDKN2C**
			CCNH: cyclin H; SKP2: S-phase kinase-associated protein 2; YWHAB: 14-3-3 protein beta/alpha
			ESPL1:separin, CCNE2: cyclin E2, MAD2L1: MAD2 mitotic arrest deficient-like 1
			CDKN2: cyclin-dependent kinase inhibitor 2A (p16)
*Signaling molecules* Cytokine-cytokine receptor	25	5.9E-03	**IL1R1, ACVRL1, PDGFB, IL13, CXCL11, CCL4, TNFRSF4, IL10, IL12RB2, CCL22, IFNA7, IFNA5, TNFRSF18, IFNGR1, EPO, IL4, IL23R, IL21, CCL17, TNFRSF9, INHBA, CCR8, TNFSF11, CXCL13, CCR2**
			IL1R1, IL12RB, I L23R,IL21: interleukines/interleukine receptor
			CCL4, CCL22, CCL17, CXCL11, CXCL13 CCR2, CCR8: chemokine
			TNFRSF4, TNFRSF18, TNFRSF9, TNFSF11. Tumor necrosis receptor
			IFNA7, IFNA5, INFGR1, INHBA: interferon signaling
			EPO: erythropoietin
*Signal transduction* JAK-STAT signaling pathway	15	5.0E-02	**IL4, IL23R, SOCS2, IL13, IL21, IL10, IL12RB2, SPRY1, IFNA7, IFNA5, SPRED2, IFNGR1, IL13RA2, EPO, PIK3R2**
			IL4, IL23R, IL13, IL21, IL10, IL12RB2, IL13RA2: interleukines/interleukine receptor
			IFNA7, IFNA5, IFNGR1: interferon signaling
			EPO: erythropoietin
			PIK3R2: phosphoinositide-3-kinase, regulatory subunit 2
*Genetic information processing.* Replication and repair	5	6.4E-02	**BLM, RAD51L1, POLD1, RAD54B, RAD51**
			BLM: bloom syndrome protein, POLD1: polymerase delta
			RAD51L1, RAD54B, RAD51: recombinases family
*Genetic information processing*	11	6.8E-02	**HIST1H2AC, C4A, H2AFV, CD80, HIST2H2BE, HIST2H2AC, HIST1H2BH, HIST1H2AI, SNRPB, H2AFY, FCGR1, IL10**
			HIST1H2AC,H2AFV,HIST2H2BE,HIST2H2AC,HIST1H2BH, HIST1H2AI, H2AFY: histone proteins
			C4A: complement factor 4; CD80, costimulatory factor, SNRPB: small nuclear ribonucleoprotein-associated proteins B, FCGR1: IgG Fc receptor

^a^Gene card nomenclature

**Table 5:** Top regulated pathways in the list of downregulated genes in AML post MDS mice

Functional pathway KEGG database	n	Down *P* value	Downregulated genes^a^
*Cellular processes* Inhibition of Apoptosis	5	1.2E-2	**NAIP6, NAIP5, NLRC4, MAPK9, TNFAIP3**
			*NAIP6; NAIP5: NLR family*, *apoptosis inhibitory protein 6; NLRC4: NLR family CARD domain-containing protein 4; MAPK9: mitogen activated kinase 9; TNFAIP3: tumor necrosis factor*, *alpha-induced protein 3*
*Environmental adaptation* Circadian rhythm	3	1.4E-2	**NR1D1, PER1, CLOCK**
			*NR1D1: nuclear receptor subfamily 1*, *group D*, *member 1*
			*PER1: period circadian clock 1*
			*CLOCK: circadian locomotor output cycles kaput*
*Signal transduction* Phosphatidylinositol signaling system	5	2.2E-2	**PIK3C2A, PIK3C2B, PIP4K2A, PTEN, ITPR1**
			*PIK3C2A: phosphatidylinositol-4-phosphate 3-kinase*
			*PIP4K2A: phosphatidylinositol-5-phosphate 4-kinase*, *type II*,
			*PTEN: phosphatase and tensin homolog*
			*ITPR1: Inositol 1*,*4*,*5-trisphosphate receptor type 1*
*Human diseases* Type II diabetes mellitus	4	3.2E-2	**IRS2, MAPK9, CACNA1E, SOCS4**
			*IRS2: insulin receptor substrate 2; MAPK9: mitogen activated kinase 9*
			*CACNA1E: calcium channel*, *voltage-dependent*, *R type*, *alpha 1E subunit*
			*SOCS4: suppressor of cytokine signaling 4*
*Human diseases* Primary immunodeficiency	3	9.3E-2	**CD19, RFX5, CD40**
			CD19: antigen receptor of B lymphocytes; *RFX5: regulatory factor X* ; CD40: TNF receptor superfamily member 5

**Table 6:** Genes implicated in WNT signaling differentially dysregulated in the AML post MDS transgenic mice compared to control FVB/N mice

Gene symbol	Gene name	Regulation	Fold change	*P* value
Mesdc2	Mesoderm development candidate 2	Up	1.98	1.92E-02
Csnk2b	Casein kinase 2, beta polypeptide	Up	1.88	1.76E-02
Fzd7	Frizzled homolog 7	Up	1.75	2.74E-03
Ctnnb1	Catenin (cadherin associated protein), beta 1	Up	1.74	4.24E-04
Bambi	BMP and activin membrane-bound inhibitor, homolog (Xenopus laevis)	Up	1.73	1.56E-02
Dab2	Disabled homolog 2	Up	6.67	2.12E-02
Cd44	CD44 antigen	Up	1.68	5.96E-03
Wdr61	WD repeat domain 61	Up	1.64	7.57E-04
Sdc1	Syndecan 1	Up	3.11	5.94E-03
Hhex	Hematopoietically expressed homeobox	Down	1.98	2.46E-02
Macf1	Microtubule-actin crosslinking factor 1	Down	1.94	8.80E-03
Mark2	MAP/microtubule affinity-regulating kinase 2	Down	1.94	2.41E-02
Tnik	TRAF2 and NCK interacting kinase	Down	1.91	3.10E-03
Tle1	Transducin-like enhancer of split 1, homolog of Drosophila E(spl)	Down	1.88	1.51E-02
Dvl2	Dishevelled 2, dsh homolog (Drosophila)	Down	1.67	7.34E-03
Csnk1a1	Casein kinase 1, alpha 1	Down	1.65	1.27E-02
Rock1	Rho-associated coiled-coil containing protein kinase 1	Down	1.61	7.04E-03
Map3k7	Mitogen-activated protein kinase kinase kinase 7	Down	1.58	9.96E-04
Smad4	MAD homolog 4	Down	1.54	6.36E-03
Dapk3	Death-associated protein kinase 3	Down	1.52	1.06E-02
Tbl1xr1	Transducin (beta)-like 1X-linked receptor 1	Down	1.52	8.39E-04
Ppp3ca	Protein phosphatase 3, catalytic subunit, alpha isoform	Down	1.50	9.70E-03
Ppap2b	Phosphatidic acid phosphatase type 2B	Down	2.10	2.74E-02

KEGG analysis identified 13 significantly dysregulated pathways (Tables 4 and 5). 

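Subunits of the respiratory chain leaned upward in AML post MDS compared with MRP8hBCL2 mice, most of them without passing. Of 52 measured subunits, 5 rose, 0 fell and 47 did not pass (limma; 15 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.26 (adjusted p = 4.1e-07 from camera, adjusted p = 0.619 with an estimated correlation). The risen genes encode subunits of cytochrome c oxidase (Cox6b1, 0.84 (standard error 0.17, adjusted p = 0.0266), and Cox5a, 0.69 (standard error 0.16, adjusted p = 0.0415)), succinate dehydrogenase (Sdhd, 0.56) and the cytochrome bc1 complex (Cyc1, 0.53, and Uqcrq, 0.45). Adjusted over the list of its complex alone, 4 of 27 genes of complex I were higher, 3 of 4 of complex II, 3 of 6 of complex III, 3 of 8 of complex IV and 4 of 7 of complex V. Ndufs8 and Ndufb9, of complex I, were at 0.50 (adjusted p = 0.0620) and 0.57 (adjusted p = 0.0884), and Atp5g3 and Atp5a1, of the ATPase, at 0.43 (adjusted p = 0.101) and 0.37 (adjusted p = 0.103). Without any 1 array of these groups other than MRP8hBCL2 3391, 1 subunit passed at most (9 without MRP8hBCL2 3391), and with only the arrays compared none did.
Compared with MRP8NRASD12 mice, 28 rose, 4 fell and 20 did not pass (33 higher and 7 lower when adjusted over the list alone), with a median of 0.43 (adjusted p = 4.5e-07 from camera, adjusted p = 0.619 with an estimated correlation), across the number series. The changes ran both ways within a complex: of complex I, Ndufs7 rose by 2.17 and Ndufs1 was at -1.05; of complex II, Sdhb rose by 0.96 and Sdha was at -0.45; of complex V, Atp5d rose by 2.03 and Atp5j2 was at -1.24. By complex, 16 of 27 rose for complex I, 2 of 4 for II, 3 of 6 for III, 3 of 8 for IV and 4 of 7 for V. Of the 12 measured genes of the paper's list, 1 rose, 0 fell and 11 did not pass against MRP8hBCL2 (7 higher and 0 lower when adjusted over the list alone) and 4 rose, 0 fell and 8 did not pass against MRP8NRASD12; the list was chosen on these samples, so its direction is not independent evidence.

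**Figure D3:**
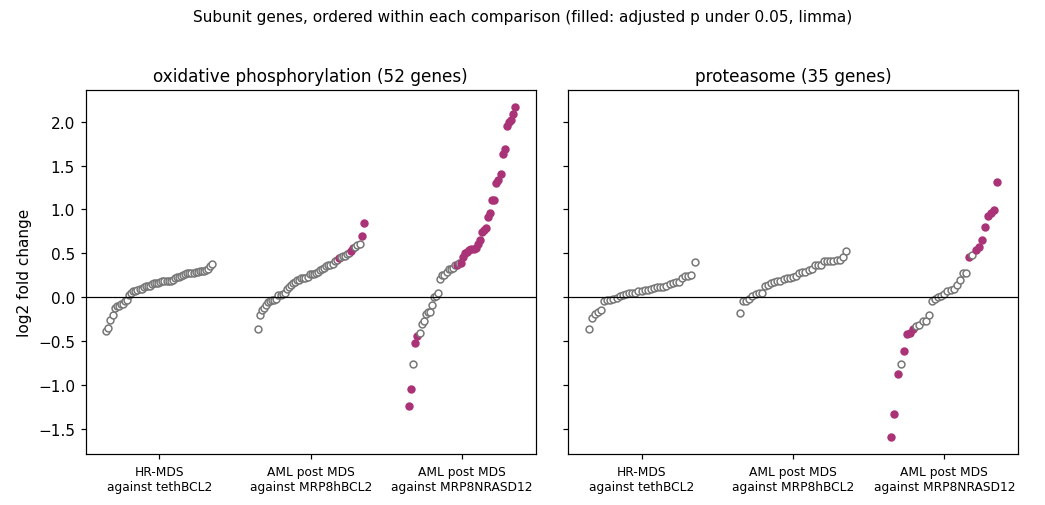
Log2 fold change (vertical axis) of each measured subunit of the respiratory chain (52 genes) and of each proteasome gene (35 genes) in HR-MDS against tethBCL2, AML post MDS against MRP8hBCL2 and AML post MDS against MRP8NRASD12; each point is a gene, filled at an adjusted p under 0.05. The medians of the respiratory chain are 0.17, 0.26 and 0.43 in that order, and the points spread most against MRP8NRASD12.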

The most upregulated pathway concerned *cell metabolism* (Table 4)*.* Indeed, in this model, all the components of the oxidative phosphorylation pathway were upregulated (Fig. 3b) (complex I: NADH dehydrogenase, complex II: fumarate reductase, complex III: cytochrome bc1 complex, complex IV: cytochrome c oxidase, and complex V: ATPase). Amongst the other upregulated cell metabolism pathways were those of *nucleotide/pyrimidine metabolism*. 

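Of 13 measured genes of the paper's pyrimidine list, 2 rose, 0 fell and 11 did not pass in AML post MDS compared with MRP8NRASD12 mice (limma; 3 higher and 0 lower when adjusted over the list alone), at a median log2 fold change of 0.30, across the number series. They are Pole, the catalytic subunit of DNA polymerase epsilon, at 0.89 (standard error 0.23, adjusted p = 0.0119), and the thymidylate kinase gene Dtymk at 0.86 (standard error 0.20, adjusted p = 0.00703). None passed over all genes against MRP8hBCL2 (4 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower by the methods' t-test; 3 higher and 0 lower when adjusted over the list alone), at a median of 0.33, with Dut, the dUTPase gene, at 0.63 (adjusted p = 0.0653) and Pole at 0.81 (adjusted p = 0.0838). The study chose the list on these samples, so its direction is not independent evidence.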

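Many cell cycle genes rose in AML post MDS mice compared with each founder. Of 42 genes, 28 rose, 0 fell and 14 did not pass against MRP8hBCL2 (limma; 39 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.06 (adjusted p = 3.4e-33 from camera, adjusted p = 0.583 with an estimated correlation). Against MRP8NRASD12, 20 rose, 0 fell and 22 did not pass (22 higher and 0 lower when adjusted over the list alone), with a median of 0.54 (adjusted p = 7.2e-06 from camera, adjusted p = 0.776 with an estimated correlation), across the number series. The spindle checkpoint kinase gene Bub1 rose by 1.82 (standard error 0.41, adjusted p = 0.0378) against MRP8hBCL2, Plk1 by 1.75, Tpx2 by 1.75 and the kinesin gene Kif11 by 1.72; Cdk1 and the mitotic kinase Aurkb rose by 1.79 and 1.78 against MRP8NRASD12. Of the 42 genes, 38 passed against MRP8hBCL2 without MRP8hBCL2 3391, 4 at most without any other array of these groups and none with only the arrays compared; Bub1, Plk1, Tpx2 and Kif11 did not pass without any array other than MRP8hBCL2 3391. Against MRP8NRASD12, 12 to 19 passed with 1 array left out, Cdk1 and Aurkb among them each time. In the paper's cell cycle list, 4 rose, 0 fell and 11 did not pass of 15 against MRP8hBCL2 (12 higher and 0 lower when adjusted over the list alone) and 5 rose, 0 fell and 10 did not pass against MRP8NRASD12.
Among 34 genes of DNA repair, 2 rose, 0 fell and 32 did not pass against MRP8hBCL2 (6 higher and 0 lower when adjusted over the list alone; median 0.18, adjusted p = 0.0174 from camera, adjusted p = 0.864 with an estimated correlation): Bard1, the partner of BRCA1, by 1.12 and Fanci, of the Fanconi pathway, by 0.68. Neither passed without any 1 array of these groups other than MRP8hBCL2 3391. Rad18 was at 0.79 (adjusted p = 0.000944) against MRP8NRASD12 and 0.05 (adjusted p = 0.929) against MRP8hBCL2, the helicase gene Blm at 0.48 (adjusted p = 0.161) and 0.61 (adjusted p = 0.205), and Rad54b at 0.71 (adjusted p = 0.0948) and 0.99 (adjusted p = 0.0924). Of the paper's 4 measured genes of replication and repair, none passed in limma against MRP8hBCL2 (4 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by the methods' t-test; 4 higher and 0 lower when adjusted over the list alone) or MRP8NRASD12 (2 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by the methods' t-test).
In the paper's cytokine and receptor list, 12 rose, 1 fell and 9 did not pass of 22 against MRP8NRASD12 (15 higher and 1 lower when adjusted over the list alone) and 3 rose, 0 fell and 19 did not pass against MRP8hBCL2 (7 higher and 0 lower when adjusted over the list alone). Against MRP8hBCL2 the chemokine gene Ccl22 rose by 1.26, the costimulatory receptor gene Tnfrsf9 by 1.29 and Il10 by 1.13. Ccl22 passed with any 1 array of these groups left out and Il10 did not with any left out; Tnfrsf9 passed only without MRP8hBCL2 3391 or AML post MDS 3518. Epo was at -0.14 (adjusted p = 0.539) against MRP8NRASD12 and -0.02 (adjusted p = 0.974) against MRP8hBCL2. Of its Toll-like receptor list, 4 rose, 0 fell and 7 did not pass of 11 against MRP8NRASD12, among them Tlr7 (1.84), Tlr8 (1.81) and Cd80 (1.49); none passed over all genes against MRP8hBCL2 (3 higher and 0 lower at an unadjusted p under 0.05, 2 higher and 0 lower by the methods' t-test; 3 higher and 0 lower when adjusted over the list alone). Of its JAK-STAT list, 5 rose, 1 fell and 6 did not pass of 12 against MRP8NRASD12 and 1 rose, 0 fell and 11 did not pass against MRP8hBCL2. Its histone list, with 7 measured genes, holds Il10, Cd80 and Fcgr1 besides histones; against MRP8NRASD12 3 rose, 0 fell and 4 did not pass, and the histone gene among them is H2az2 (0.51). These lists were chosen on these samples, so their direction is not independent evidence.
Interferon-stimulated genes leaned downward: of 16, 0 rose, 1 fell and 15 did not pass against MRP8hBCL2 (median -0.32, adjusted p = 0.000261 from camera, adjusted p = 0.619 with an estimated correlation), with the transcription factor Irf7 at -0.64 (adjusted p = 0.0266), not past without MRP8hBCL2 3012, MRP8hBCL2 3386, AML post MDS 3626 or AML post MDS 3518, and 2 rose, 5 fell and 9 did not pass against MRP8NRASD12 (median -0.26, adjusted p = 0.137 from camera). Neutrophil markers had a median of 1.32 against MRP8hBCL2 (adjusted p = 4.5e-07 from camera, adjusted p = 0.619 with an estimated correlation) and T cell markers of -0.53 (adjusted p = 3.5e-10 from camera, adjusted p = 0.583 with an estimated correlation). Against MRP8NRASD12 the T cell median was 0.47, with 8 rose, 0 fell and 7 did not pass of 15 (adjusted p = 0.000967 from camera, adjusted p = 0.663 with an estimated correlation).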

The upregulation of these pathways are in line with the up regulation of other *cellular processes* pathways such as: cell cycle, DNA replication and repair (*blm*, *rad18*, *rad51*, *rad54*), and multiple histone family genes, signaling molecules and signal transduction (cytokine and cytokine receptors including Epo, chemokines, TNFs, JAK-STAT signaling), and the *immune system* with Toll receptor and interferon pathways. All these pathways find their place in the active leukemia features found in this mouse model and have to some extent been reported either in MDS or AML patients [20, 22, 29, 30, 32–35, 43]. Interestingly, one study also highlighted the upregulation of histone genes coding for histones 2 and 1 in MDS patients [55].

Intriguingly, of the five most downregulated pathways (Table 5), three concern *signal transduction pathways*. 

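Map2k1 and Map2k2, which encode MEK1 and MEK2, fell in AML post MDS compared with MRP8NRASD12 mice, with log2 fold changes of -0.76 (standard error 0.14, adjusted p = 0.00136) and -0.56 (standard error 0.08, adjusted p = 0.000264). Compared with MRP8hBCL2 mice they were at -0.19 (standard error 0.14, adjusted p = 0.586) and 0.06 (standard error 0.08, adjusted p = 0.846). Map3k7, which encodes TAK1, was at -0.02 (standard error 0.08, adjusted p = 0.906) against MRP8NRASD12 and 0.01 (standard error 0.08, adjusted p = 0.985) against MRP8hBCL2. Of 14 genes of the MAPK cascade, 2 rose, 2 fell and 10 did not pass against MRP8NRASD12 (4 higher and 2 lower when adjusted over the list alone); the risen genes are Mapk8, for the kinase JNK1 (0.70), and Mapk14, for p38 alpha (0.60). The list's median was 0.09 (adjusted p = 0.801 from camera) and -0.01 after quantile normalization. None passed against MRP8hBCL2 in limma, also when adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05, 2 higher and 0 lower by the methods' t-test): the median there was 0.01, the mean 0.01 and camera's direction down (adjusted p = 0.719 from camera). MRP8NRASD12 lies in the other number series.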

The most significantly downregulated pathway was represented by numerous kinases of the MAPK (MEK) pathway (MAP2K1, MAPK2P2 MAKA4P2, MAP3K7). These MAPK genes also cluster in two functional annotation signal transduction pathways (*signal transduction and pathways in cancer*) with other enzymes or proteins acting downstream of environmental signaling such as *bmp*, *Tgfβ*, or *Wnt* signaling. We confirmed the decreased expression of one of these MAPK, MAP2K, at the protein level in another set of AML post MDS mice cells by nanofluidic proteomic immunoassay (Fig. 5e). The *Wnt pathway* (found in the annotation “*cancer pathways*”) is the most targeted pathway with 23 dysregulated genes (Tables 4 and 6). Fourteen of these genes were downregulated (such as *Dvl*, *Ppp3ca*, *Csnk1a1*, *Smad4*, *Rock1*) while two genes coding for inhibitors of Wnt signaling, *Icat* (*Ctnnbip1*) and Disabled (*Dab2*) were upregulated (the latter by nearly sevenfold). 

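Of 33 measured genes of the Wnt pathway, 5 rose, 2 fell and 26 did not pass in AML post MDS compared with MRP8NRASD12 mice (limma; 7 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of 0.05 (adjusted p = 0.371 from camera), across the number series. Over all genes tested 22.4% passed in this comparison, so the list does not stand out by its count. Besides Dab2, the risen genes include Dvl3 (1.13), which relays the Wnt signal, the GTPase gene Rac1 (1.01) and the corepressor gene Tle3 (0.99). Compared with MRP8hBCL2 mice, 1 rose, 2 fell and 30 did not pass (5 higher and 5 lower when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.0592 from camera). The lower genes are the transcription factor Lef1 (-1.26 (standard error 0.23, adjusted p = 0.0234)), which T cells also express, and Axin2 (-0.68 (standard error 0.16, adjusted p = 0.0426)), a target of canonical Wnt signaling. Neither passed without MRP8hBCL2 3012, MRP8hBCL2 3386, AML post MDS 3626 or AML post MDS 3518.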

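Dab2, which encodes an inhibitor of Wnt signaling, rose in AML post MDS mice by 1.74 (standard error 0.27, adjusted p = 0.000469) on the log2 scale compared with MRP8NRASD12 mice and by 2.00 (standard error 0.27, adjusted p = 0.00568) compared with MRP8hBCL2 mice. Its log2 value was 7.16 ± 0.75 (SD, n = 3), against 5.42 ± 0.02 (SD, n = 3) and 5.16 ± 0.14 (SD, n = 3). Each AML post MDS array was above each founder array (exact permutation test, two-sided p = 0.1 against either founder, the smallest possible). Ctnnbip1 was at 0.02 (adjusted p = 0.930) and 0.32 (adjusted p = 0.142). Csnk1a1, for casein kinase 1 alpha, was at -0.48 (adjusted p = 0.00180) against MRP8NRASD12 and -0.07 (adjusted p = 0.815) against MRP8hBCL2. Smad4, a mediator of TGF-beta signaling, was at -0.13 (adjusted p = 0.358) and -0.32 (adjusted p = 0.0947), and Dvl2 at -0.27 (adjusted p = 0.0978) and -0.09 (adjusted p = 0.797). Of 12 measured genes that Table 6 gives as lower, 0 rose, 4 fell and 8 did not pass against MRP8NRASD12 (0 higher and 8 lower when adjusted over the list alone), among them Hhex (-1.15), Plpp3 (-0.65) and Dapk3 (-0.37). None passed against MRP8hBCL2 in limma, also when adjusted over the list alone (0 higher and 3 lower at an unadjusted p under 0.05, 0 higher and 2 lower by the methods' t-test). Of 7 that it gives as higher, 2 rose, 0 fell and 5 did not pass against MRP8NRASD12 and 1 rose, 0 fell and 6 did not pass against MRP8hBCL2. These lists were chosen on these samples, so their direction is not independent evidence.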

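Cd44, the receptor for hyaluronan, had a log2 fold change of 0.50 (standard error 0.17, adjusted p = 0.0504) in AML post MDS compared with MRP8NRASD12 mice and 0.30 (standard error 0.17, adjusted p = 0.433) compared with MRP8hBCL2 mice (limma, n = 3 arrays per group). Its log2 value was 9.71 ± 0.22 (SD, n = 3) in AML post MDS, 9.21 ± 0.28 (SD, n = 3) in MRP8NRASD12 and 9.41 ± 0.13 (SD, n = 3) in MRP8hBCL2 mice.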

Other pathways pointed to a potential dysfunction of interaction with the environment, such the Rho signaling pathway (Additional file 1: Table S23C) and the CD44 gene (Table 6). The downregulation of the Wnt canonical pathway has already been underscored in several studies in MDS patients [14, 19, 20, 22, 24, 56, 57]. However, our analysis also highlights that genes of the noncanonical Wnt pathway (*Rock1*, *Can*, *Ppp3ca*, and *Rho/Rac* GEF) are also altered. These combined altered pathways underscore the importance of the regulation of genes of the microenvironment in this disease [58]. 

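Rock1, a kinase of the actin cytoskeleton, had a log2 fold change of -0.38 (standard error 0.16, adjusted p = 0.0976) in AML post MDS compared with MRP8NRASD12 mice and -0.26 (standard error 0.16, adjusted p = 0.476) compared with MRP8hBCL2 mice (limma). Ppp3ca, the catalytic subunit of calcineurin, was at -0.30 (standard error 0.11, adjusted p = 0.0633) and -0.22 (standard error 0.11, adjusted p = 0.344). The GTPase gene Cdc42 was at 0.03 (adjusted p = 0.890) and -0.07 (adjusted p = 0.860). Rac1 was at 0.16 (adjusted p = 0.623) against MRP8hBCL2, in the same number series.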

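Pik3c2a, of class II PI3K, had a log2 fold change of 0.41 (standard error 0.16, adjusted p = 0.0774) in AML post MDS compared with MRP8NRASD12 mice and -0.22 (standard error 0.16, adjusted p = 0.578) compared with MRP8hBCL2 mice. Pip4k2a was at 0.26 (adjusted p = 0.169) and -0.36 (adjusted p = 0.172). Of 18 phosphoinositide genes, 2 rose, 2 fell and 14 did not pass against MRP8NRASD12 (limma; 2 higher and 2 lower when adjusted over the list alone), with Pip4k2b at 1.32 and the regulatory subunit gene Pik3r1 at 0.53 among the risen and Pik3cd (-0.46) and Pik3c3 (-0.41) among the fallen. Over all genes tested 22.4% passed against MRP8NRASD12, so this list does not stand out by its count. Its median there was 0.00, and -0.14 after quantile normalization. Against MRP8hBCL2 the median was -0.05 (adjusted p = 0.0157 from camera, adjusted p = 0.619 with an estimated correlation), 0.01 with each array's median subtracted, and none passed in limma, also when adjusted over the list alone (1 higher and 6 lower at an unadjusted p under 0.05, 0 higher and 5 lower by the methods' t-test); Itpr3 was at -0.43 and the phosphatase gene Inpp4b at -0.65.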

Finally, in this model, genes of the class II PI3K family and *Pten* were also downregulated as observed in the HR-MDS model (Tables 2, 4, and 5).

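Of 12 measured genes that Fig. 6d gives as higher in AML post MDS than in MRP8NRASD12 mice, 9 rose, 0 fell and 3 did not pass (limma; 10 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.75; all 3 that it gives as lower fell. The TNF receptor gene Tnfrsf18 rose by 0.88 (standard error 0.25, adjusted p = 0.0220) and the phosphatase gene Ptpn13 by 0.75 (standard error 0.14, adjusted p = 0.00140). Of 5 genes that it gives as higher than in MRP8hBCL2 mice, 1 rose, 0 fell and 4 did not pass (2 higher and 0 lower when adjusted over the list alone), and of 9 that it gives as lower, 0 rose, 3 fell and 6 did not pass (1 higher and 5 lower when adjusted over the list alone). Without any 1 array of these groups other than MRP8hBCL2 3391, none of the former and 1 of the latter passed. Among the latter, A3galt2, a glycosyltransferase gene, was at -0.85 (standard error 0.18, adjusted p = 0.0301), the mitochondrial ribosome gene Mrpl33 at 0.26 (adjusted p = 0.393) and Ptpn13 at 0.41 (adjusted p = 0.139). The genes were chosen on these samples, so their direction is not independent evidence.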

As in the HR-MDS GEP study, we analyzed the 54 genes that were differentially expressed between the AML post MDS model and its founders (i.e., upregulated in the AML post MDS and downregulated in the founders or vice versa) (Fig. 6d and Additional file 1: Table S15). These genes predominated in the functional pathway *gene processing* (DNA-RNA-protein) such as *pmf1*, *btf3l4*, *bptf*, *npm3*, *pol2rc*, *ncbp1*, *Ufm1*, *hnrnpf*, and *Hif1α*. Several of these genes are implicated in leukemogenesis such as the npm genes (*nmp1* and *nmp3*). 

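Pmf1, which encodes a kinetochore protein, had a log2 fold change of 0.78 (standard error 0.15, adjusted p = 0.00232) in AML post MDS compared with MRP8NRASD12 mice and 0.42 (standard error 0.15, adjusted p = 0.188) compared with MRP8hBCL2 mice. Polr2c, a subunit of RNA polymerase II, was at 0.89 (adjusted p = 0.0722) and -0.36 (adjusted p = 0.706). Bptf, of the chromatin remodeler NURF, was at 0.38 (adjusted p = 0.0503) and -0.29 (adjusted p = 0.295), Btf3l4 at 0.15 (adjusted p = 0.529) and -0.31 (adjusted p = 0.336), and the ubiquitin-like modifier gene Ufm1 at 0.17 (adjusted p = 0.381) and 0.16 (adjusted p = 0.617) (limma). Npm3, Ncbp1 and Hnrnpf have no value under a symbol of their own.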

*HIF1α* is a key partner of glycolysis (Fig. 3b) [59] and a target gene of *E2F3* [60]. Both *HIF1α* (Additional file 1: Table S17) and *E2F3* (Additional file 1: Table S16) genes are upregulated in the AML post MDS. 

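Hif1a, the oxygen-regulated transcription factor, was higher in AML post MDS than in MRP8NRASD12 mice, with a log2 fold change of 0.90 (standard error 0.14, adjusted p = 0.000554) in limma. Its log2 value was 10.86 ± 0.22 (SD, n = 3) in AML post MDS, 9.96 ± 0.21 (SD, n = 3) in MRP8NRASD12 and 10.65 ± 0.11 (SD, n = 3) in MRP8hBCL2 mice. Against MRP8hBCL2 it was at 0.21 (standard error 0.14, adjusted p = 0.564). Exact permutation tests gave a two-sided p of 0.1, the smallest possible, against MRP8NRASD12 and 0.3 against MRP8hBCL2. Of 14 genes of glycolysis and the HIF1 response, 2 rose, 4 fell and 8 did not pass against MRP8NRASD12 (3 higher and 4 lower when adjusted over the list alone), across the number series. Hk2, for hexokinase 2, was at -0.98, Pfkp, for phosphofructokinase, at -0.44 and Bnip3, a target of HIF1, at 0.61. The list's median was -0.03 (adjusted p = 0.737 from camera), and 0.02 with each array's median subtracted. Against MRP8hBCL2, 1 rose, 0 fell and 13 did not pass: the risen gene, Tpi1, encodes triosephosphate isomerase (1.01 (adjusted p = 0.0234)). It passed only without MRP8hBCL2 3391 or AML post MDS 3518 when 1 array was left out. E2f3 has no value under a symbol of its own.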

MDS patients have been reported to express high levels of *E2F3* and *dhfr* [61] and Hif1α [62] underscoring the relevance of the mice model. Genes of *cellular processes* such as survival/apoptosis, cell cycle, and DNA repair were also differentially expressed. 

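Suclg1, a subunit of succinate-CoA ligase, had a log2 fold change of -0.28 (standard error 0.13, adjusted p = 0.148) in AML post MDS compared with MRP8NRASD12 mice and 0.37 (standard error 0.13, adjusted p = 0.167) compared with MRP8hBCL2 mice (limma). Coq4, which acts in coenzyme Q synthesis, was at 0.35 (standard error 0.11, adjusted p = 0.0303) and 0.29 (standard error 0.11, adjusted p = 0.193). Among the cytochrome c oxidase genes, Cox5a and Cox6b1 were at 0.39 (adjusted p = 0.101) and 1.11 (adjusted p = 0.000385) against MRP8NRASD12.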

Genes of *cell metabolism* were also identified such as genes coding for succinate-CoaA ligase, cytochrome c oxidase (*Coxa5*, *Cox6*), *Coq4*, or dihydrofolate reductase (*dhfr*). Two genes (*cysc* and *hnrnpf*) were dysregulated between the AML post MDS mice and both founder. The *Hnrnpf* gene (heterogeneous nuclear ribonucleoprotein F) is involved in the regulation of alternative splicing [63] and has been found altered in myeloid malignancies [63] while the *cysc* gene codes for cytochrome C in the electron respiratory chain and is also a major mitochondrial initiator of the apoptosis intrinsic pathway (Fig. 3b). 

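Slc40a1, the iron exporter ferroportin, was lower in AML post MDS than in MRP8NRASD12 mice: 8.72 ± 0.44 (SD, n = 3) against 11.37 ± 0.14 (SD, n = 3) on the log2 scale, a change of -2.64 (standard error 0.33, adjusted p = 9.2e-05) in limma. Cd163, the scavenger receptor of macrophages, was lower by the same comparison (-1.43 (standard error 0.11, adjusted p = 2.7e-06)), as was the eosinophil chemokine receptor gene Ccr3 (-1.84 (standard error 0.38, adjusted p = 0.00301)). Every AML post MDS array lay below every MRP8NRASD12 array for Slc40a1 and Cd163 (exact permutation test, two-sided p = 0.1, the smallest possible). Compared with MRP8hBCL2 mice, Slc40a1 was at -0.12 (standard error 0.33, adjusted p = 0.931), Cd163 at 0.13 (standard error 0.11, adjusted p = 0.643) and Ccr3 at 0.22. Slc40a1 and Cd163 belong to 16 monocyte and macrophage markers, of which 0 rose, 4 fell and 12 did not pass against MRP8NRASD12 (median -0.14, adjusted p = 0.0661 from camera), across the number series.
Sidt1, a transporter of small RNAs, and the receptor gene Vipr1 were lower than in MRP8hBCL2 mice. Sidt1 was at -1.44 (standard error 0.16, adjusted p = 0.00215), and Vipr1 at a log2 value of 7.74 ± 0.11 (SD, n = 3) in AML post MDS and 8.74 ± 0.46 (SD, n = 3) in MRP8hBCL2 mice (adjusted p = 0.0234). Vipr1 did not pass without any 1 array of these groups other than MRP8hBCL2 3391. The calcium channel gene Orai2 was at 7.13 ± 0.22 (SD, n = 3) in AML post MDS and 8.12 ± 0.51 (SD, n = 3) in MRP8hBCL2 mice (adjusted p = 0.172). The chloride transporter gene Clcn5 was at 0.28 (adjusted p = 0.175) against MRP8NRASD12 and 0.27 (adjusted p = 0.372) against MRP8hBCL2, and Ankrd55 at 0.53 (adjusted p = 0.127) and 0.33 (adjusted p = 0.568). Il12rb2, a chain of the interleukin-12 receptor, was at 0.91 (adjusted p = 0.0163) against MRP8NRASD12 and -0.24 (adjusted p = 0.736) against MRP8hBCL2.

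**Figure D4:**
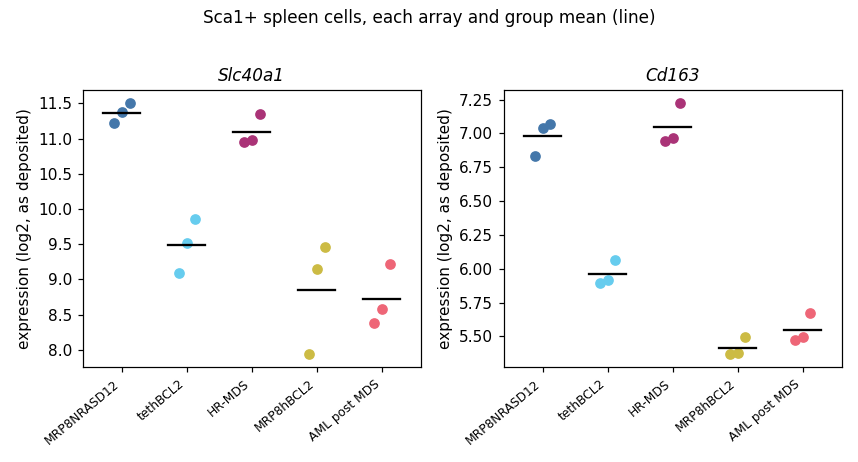
Log2 values of Slc40a1 and Cd163 (vertical axis, as deposited) in each array by group of mice; points are arrays and lines are means of 3 arrays. The AML post MDS mean is 8.72 for Slc40a1 and 5.55 for Cd163, and the MRP8hBCL2 means are 8.85 and 5.41.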

Finally, other dysregulated genes involved *membrane transporter genes* (such as iron (*Slc40a1*/ferroportin), calcium (*Orai2*), H+/Cl- (*clnc5*), small RNAs (*Sidt1*), ankyrine (*ankrd55*) or *membrane receptor genes* (vasopressine (*Vipr1*), scavenger (CD163), mannose phosphate (*M6pr-ps*), chemokine (*ccr3*), and IL12 (*IL12tb2*). Of note, the role of the iron transporter was reported in MDS [64].

### Validation of GEP

The GEP microarray data was validated on a different set of HR-MDS mice produced a year after the mRNA extraction for the GEP analysis on both BM and spleen Sca1+ purified cells. A similar dysregulation of gene expression was noted on three selected pathways, *angpt1* (signal transduction), *cox4i1* and *ndufv2* (oxidative metabolism), and *sdc1* (DNA processing). For all these genes, there was a concordance between (a) the array analysis and the RT-PCR study and (b) a concordance between the spleen and bone marrow gene expression validating the study performed on spleen cells (Fig. 4). We also confirmed the decreased expression of one of these MAPK, MAP2K, at the protein level in another set of AML post MDS mice cells by nanofluidic proteomic immunoassay (Fig. 5e).

The relevance of the GEP results was also validated in CD34+ BM cells of MDS patients (*n* = 3) on the same gene panel. For these pathways (signal transduction, oxidative metabolism, and DNA processing), the dysregulation was the same in the BM of HR-MDS mice and MDS patient CD34+ BM cells when compared to normal FVB/N control cells and normal CD34 BM cells (Fig. 4). This is the only discrepancy we noted when comparing the HR-MDS mice GEP data with gene expression data in MDS patient samples (whether from data of the literature or validation analysis performed in this study). However, the complete disruption noted in the MDS patient samples is in line with that reported in patients with solid tumors [65, 66] and strengthens their potential relevance to human MDS though how these pathways impact on the disease still needs to be elucidated as in solid tumors.

Thus, the GEP analysis of these mice, at the gene expression level, validates them as unique models of human MDS, at two different stages of the human MDS disease, high risk (HR-MDS), and at transformation (AML post MDS). Though published MDS mice models have provided insights to initiating mechanisms such as splicing abnormalities, chromosomal deletions, or abnormalities of the microenvironment [25, 67], most are characterized by myeloid proliferation, whether chronic or acute, with little reported analysis of apoptosis, and very few have achieved a translational benefit.

The majority of the identified pathways in the HR-MDS and AML post MDS mice identified by this GEP analysis are similar to those reported in similar annotation studies performed in MDS patients, when all analyses are combined [11–14, 16, 18–22, 24, 43, 45, 56–58, 64, 68–77]. Most of the dysregulated pathways were expected in a malignant context, such as pathways of gene processing, intracellular trafficking, cell cycle, DNA damage-repair, signal transduction, the immune system, and oxidative metabolism (Fig. 7a), and confirmed by GSEA analysis performed on all genes dysregulated in HR-MDS (Additional file 1: Table S29, Additional file 2: Figure S1A) or AML post MDS (Additional file 1: Table S30, Additional file 2: Figure S1B) vs FVB/N mice. The latter three annotation pathways are more frequently dysregulated in the AML post MDS mice. 

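HR-MDS and AML post MDS mice differed in 3594 genes, 24.2% of all genes tested, 1471 higher and 2123 lower in HR-MDS (limma, 875 at least 2-fold). Of 42 cell cycle genes, 0 rose, 23 fell and 19 did not pass in HR-MDS compared with AML post MDS (0 higher and 27 lower when adjusted over the list alone), with a median log2 fold change of -0.73 (adjusted p = 3.5e-08 from camera, adjusted p = 0.701 with an estimated correlation). Of 52 respiratory chain subunits, 5 rose, 29 fell and 18 did not pass, with a median of -0.47 (adjusted p = 1.4e-07 from camera, adjusted p = 0.619 with an estimated correlation), and of 34 genes of DNA repair 5 rose, 7 fell and 22 did not pass, with a median of -0.16 (adjusted p = 0.440 from camera). The largest decreases in HR-MDS were in Ear6 (-4.02), C3ar1 (-3.99) and Rps27l (-3.60), the neutrophil elastase gene Elane was at -3.20, and Micos10 (3.17) and Ccdc88b (2.96) were among the most raised. The groups did not overlap for 40.3% of all genes tested, where chance gives 10%. They lie in different number series and, as the paper gives their ages, the HR-MDS mice were sampled at day 80 and the AML post MDS mice at day 36, so disease, age and series cannot be told apart.
The 2 double transgenic groups were also compared as changes from their BCL2 founders. No gene's change in HR-MDS from tethBCL2 differed from that in AML post MDS from MRP8hBCL2 in limma (684 of 14860 genes at an unadjusted p under 0.05). That count was 11 without HR-MDS 8398, 8 without MRP8hBCL2 3012, 1 without MRP8hBCL2 3391 and 2 without AML post MDS 3518. The paper concludes that the models show 2 stages of the disease, high risk and transformation.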

A more focused analysis on pathways now known to be implicated in MDS and AML [3, 18] also identified dysregulation of genes coding for epigenetic proteins (Additional file 1: Table S13 and S27), enzymes involved in methylation and acetylation processes (Additional file 1: Tables S4, S18 and Additional file 3: Figure S2D) as well as genes implicated in splicing and translation in both diseases (Additional file 1: Tables S4, S16, S18), confirming the importance of altered epigenetic, splicing, or ribosomal pathways in MDS diseases whether they are induced by mutations or altered gene expression. Thus, both mice models may be useful to further analyze and target these known pathways.

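Of 18 measured genes that are mutated in MDS and AML, 7 rose, 0 fell and 11 did not pass in AML post MDS compared with MRP8NRASD12 mice (limma; 7 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.09 (adjusted p = 0.278 from camera), across the number series. The histone methyltransferase gene Ezh2 rose by 1.44 (standard error 0.24, adjusted p = 0.000871), Tet2, for an enzyme of DNA demethylation, by 0.91 (standard error 0.17, adjusted p = 0.00178), the transcription factor gene Etv6 by 0.68 and the isocitrate dehydrogenase gene Idh2 by 0.62. After quantile normalization the median was -0.01, with 5 higher and 3 lower. None passed over all genes against MRP8hBCL2 (5 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test; 1 higher and 0 lower when adjusted over the list alone), with Ezh2 at 1.01 (adjusted p = 0.0530) and Idh2 at 0.44 (adjusted p = 0.149). In HR-MDS mice none passed over all genes against tethBCL2 (3 higher and 0 lower at an unadjusted p under 0.05, 3 higher and 1 lower by the methods' t-test; 3 higher and 0 lower when adjusted over the list alone), with Ezh2 at 1.00 (adjusted p = 0.101) and Idh2 at 0.59 (adjusted p = 0.117), or against MRP8NRASD12 (0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower by the methods' t-test).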

**Fig. 7:**
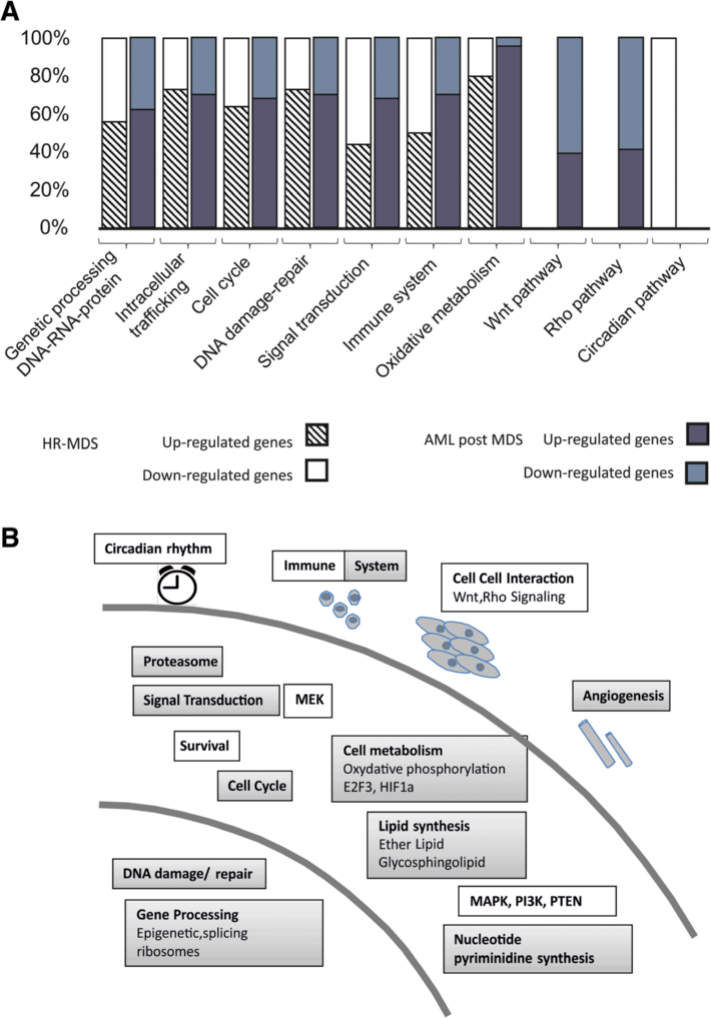
**a** Frequency in percent of the most significant pathways dysregulated (up- or downregulated) in the two MDS mice models; **b** Schematic summary of the dysregulated pathways noted in the two MDS mice models. Upregulated pathways (*gray boxes*), downregulated pathways (*white boxes*)

The GEP and annotation analysis equally identified novel dysregulated pathways, most of which have been identified in the solid tumor field but not as yet in AML or MDS. These pathways, detailed above, concern lipid and ether metabolism, the proteasome, MAPKinases, and more specifically, the noncanonical Wnt (Fig. 7b). The dysregulation of these pathways was confirmed by the differential gene expression (or nanofluidic proteomic immunoassay) seen in the BM and spleen cells of a different set of MDS mice and in the BM CD34+ cells of MDS patients when compared to their normal counterparts (Figs. 2e, 4). How these dysregulations occur and impact on the initiation or maintenance of MDS and in the networks of the other dysregulated pathways will require further studies.

## Conclusions

In conclusion, this study confirms that the HR-MDS and AML post MDS mice mimic two stages of the human MDS disease not only in their clinical and biological level but also in their gene expression level. This study further highlights novel less well studied pathways such as energy and lipid metabolism and noncanonical Wnt signaling which may concur with epigenetics and DNA damage to the genomic instability of these diseases. These MDS models should help unravel the underlying networks at the origin of these dysregulation and provide further biomarkers and targets for MDS disease.

## Methods

### Transgenic mice

The _MRP8_[NRASD12/hBCL-2] (AML post MDS) and _MRP8_NRASD12/_tet_hBCL-2 (HR-MDS) transgenic mice were generated from crosses of _MRP8_hBCL-2 or _MMTVLTRtTA/Teto_hBCL-2 (_tet_hBCL-2) with _MRP8_NRASD12 hemizygote mice in FVB/N, as previously described [33, 34]. For genotyping, DNA was extracted from the tails of 3-week-old mice using the KAPA Express Extraction Kit using manufacturer instructions. The PCR reaction was then performed with REDTaq® ReadyMixTM PCR Reaction Mix with MgCl2. Mice were classified according to the Bethesda classification [78] as HR-MDS or AML post MDS-like by cytological and pathology criteria. Mice were maintained in the barrier facilities of the Institut Universitaire d’Hématologie. Procedures involving animals and their care conformed with institutional guidelines that comply with national and international laws and policies and were authorized by the local ethical committee. Mice were sacrificed when they were moribund or upon veterinary advise. Committee on the Ethics of Animal Experiments Paris-Nord: C2EA-121 approved this project no. 2014IUH006

### Cell and tissue preparation, flow cytometry

The bone marrow (BM) was obtained by flushing long bones with Hank’s balanced salts solution followed by filtering through a nylon mesh. BM smears were prepared according to standard hematological techniques. BM smears were stained and examined by a cytologist (MEN) of Hôpital Saint-Louis. Percentage blasts were determined from the BM smears by counting 100–200 cells. Spleen cells from AML post MDS mice (day 36 post birth) and HR-MDS mice (day 80 post birth) were obtained by soft dilaceration of the spleen with the piston of a 5-ml syringe in a petri dish. Cells were washed in PBS, filtered through a 40-μm nylon mesh and then density centrifugation was conducted using Lymphoprep (Eurobio, France) to isolate mononuclear cells. Spleen or BM cells were labeled with anti-Sca1+ antibodies coupled with microbeads from Miltenyi and then sorted using an AutoMacs separator (Miltenyi Biotec Bergisch Gladbach, Germany). 5.10^6^ to 10^7^ Sca1+ sorted cells were used to extract total RNA using TRIzol (Invitrogen, CA, USA). Quantification and quality of the RNAs were assessed using a Nanodrop (Thermoscientific, USA).

### Secondary transplantation of bone marrow and spleen cells

Bone marrow cells, isolated from long bones, and spleen cells were harvested from 6- to 10-week-old AML post MDS mice as described above, pooled and divided (10^7^ nucleated cell aliquots per recipient) for i.v. injections into 12 irradiated FVB/N mice. Six- to 8-week-old FVB/N mice were prepared for transplantation by cesium irradiation totaling 10 Gy, divided into two doses 3 to 4 h apart. Successful transfer of the transgene-positive cells was confirmed by PCR. Spleen cells (10^5^, 10^6^, or 10^7^) from HR-MDS mice were injected i.v. in tail veins of immunocompromised RAG1-deficient mice, which are B cell and T cell deficient. [79]

### Nanofluidic proteomic immunoassay (NanoPro assay)

Splenocyte cells (10^6^) isolated from transgenic mice were lysed in radio immunoprecipitation assay buffer and subjected to a nanofluidic proteomic immunoassay (NIA) run on the NanoPro1000, as we have previously described [80] (ProteinSimple, Santa Clara, CA) mixing 0.1 mg/mL of lysate in a final volume of 15 μL loaded in a 384-well plate with five to eight gradient ampholyte mix. Antibodies were diluted in ProteinSimple antibody diluent: mitogen-activated protein kinase (MEK)1 (Upstate 07-641; Millipore, Billerica, MA) 1:100. Samples were run in triplicate.

### ^99^Tc-Annexin scintigraphy

Single-Photon Emission Computed Tomography (SPECT) was performed under pentobarbital anesthesia (4 mg/100 g body weight; Ceva Santé Animale, Libourne, France) in mice, after intravenous injection of ^99^Tc-Annexin. Images were acquired 10 min after injected dose of ^99^Tc-Annexin. Planar images were obtained 0 to 45 min (dynamic acquisition: 15 images, image duration: 60 s, static acquisitions of 10 min duration) after ^99^Tc-Annexin injection. In addition, mice which had previously undergone planar imaging underwent abdominal X/tomoscintigraphy acquisition: mod-list tomographic acquisition was performed during continuous rotation of the animal placed between two parallel collimators (360° rotation per minute, acquisition duration: 60 min from 1 h to 2 h after ^99^Tc-Annexin injection). All acquisitions were performed using a dedicated small animal IMAGER-S/CT system (Biospace Mesures, Paris, France) equipped with parallel low-energy high-resolution collimators (matrix 128 × 128, 15 % energy window centered on 140 KeV). ^99^Tc-Annexin uptake in hepato-splenic area was visually assessed.

### Affymetrix exon array hybridization

One microgram of total RNA extracted from Sca1+ spleen cells from the AML post MDS mice, HR-MDS mice, single-transgenic mice necessary to produce these AML post MDS and HR-MDS mice, (_MRP8_NRASD12, _MRP8_hBCL-2, _tet_hBCL-2) (called founder mice), and FBV/N control mice (*n* = 3 each) was labeled with Affymetrix reagents and hybridized to Affymetrix-GeneChip Mouse Exon 1.0 ST arrays. Affymetrix Expression Console Software was used to perform quality assessment.

For each of the 18 arrays (_MRP8_NRASD12/_tet_hBCL-2, _MRP8_[NRASD12/hBCL-2], _MRP8_NRASD12, _MRP8_hBCL-2, _tet_hBCL-2, and the control FVB/N mice), 100 ng of total RNA was first mixed with bacterial transcripts and the mixture was reverse transcribed into complementary DNA (cDNA). After synthesis of double-stranded cDNA, an in vitro transcription reaction was conducted overnight. Resulting amplified cRNA was reverse transcribed into sense DNA incorporating dUTP. This single-stranded DNA was treated with a combination of uracil DNA glycosylase and apurinic/apyrimidinic endonuclease 1. DNA fragments were biotin-labeled by terminal deoxynucleotidyl transferase. Targets were finally prepared according to Affymetrix recommendations for hybridization of exon arrays. Microarrays were hybridized, washed, and scanned using Affymetrix instruments. Total RNAs RIN values were between 8.3 and 9. Raw data are controlled with Expression console (Affymetrix).

### Microarray data and statistical analysis

Affymetrix exon array data analyses were performed using EASANA based on FAST DB annotations [81] (GenoSplice technology; http://www.genosplice.com/). Unpaired statistical analyses were performed using Student’s paired *t* test as previously described [82]. Affymetrix Expression Console Software was used to perform quality assessment. All array present a “pos_vs_neg_auc” value greater or equal than 0.82; All arrays present a “all_probeset_rle_mean” value lesser or equal than 0.35; All arrays present a “%” value greater or equal than 65 % and less than 6 % of difference between arrays from the same experimental condition.

Regarding the expression status/background noise analysis, only probes with a DABG *P* value ≤0.05 in at least half of the arrays from a given experimental condition were considered for further statistical analysis.

We kept a cutoff of *P* value ≤ 0.05 of increase or decrease of expression compared to normal samples for the analysis [83], Gene Set Enrichment Analysis (GSEA), and gene ontology using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://https://david.abcc.ncifcrf.gov) were performed [84–87]. Though our analysis is focused on the unique genes dysregulated in the HR-MDS and the AML post MDS transgenic mice and sets of genes differentially expressed in HR-MDS or AML post MDS and founders, the data from all mice was analyzed as of potential relevance to the initiation of the disease (Additional file 1: Tables S1-28). This resulted in a selection of 2674 genes unique for AML post MDS and 715 for HR-MDS that were used for functional analysis. Microarray data from this study were included in the NCBI Gene Expression Omnibus no. GSE72934.

### HR-patient samples

BM aspirates from MDS patients were obtained in accordance with the Declaration of Helsinki. Participants provide their written informed consent to participate in Cancer research. The study presented here is part of a study approved by “Comité d’Evaluation de l’Ethique des Projets de Recherche Biomédicale” (CEERB) Paris Nord—IRB00006477—on 17 June 2013 (opinion number 13-027).

Patients had been diagnosed according to the World Health Organization (WHO) 2008 classification [88, 89]. CD34+ enriched cells were obtained by using anti-CD34+ antibodies coupled with microbeads from Miltenyi and then sorted using an AutoMacs separator (Miltenyi Biotec Bergisch Gladbach, Germany). CD34+ sorted cells were used to extract total RNA using TRIzol (Invitrogen, CA, USA).

### Real-time RT-PCR

Total RNA (1 μg) was reverse transcribed with SuperScript III reverse transcriptase (Invitrogen) using 100 ng of Random Hexamers. Quantitative real-time RT-PCR was performed in a test set of HR-MDS mice (*n* = 3) Sca1+ enriched BM and spleen cells and MDS patients (*n* = 3) CD34+ enriched BM using Power SYBR® Green (Applied Biosystems) and 7500 Fast Real-Time PCR System, Applied Biosystems. Primer sequences are detailed in Additional file 1: Table S31.

## Additional files

Additional file 1:
**Lists of regulated genes in HR-MDS and AML post MDS relative to FVB/N (Tables S1 to S31).** (XLSX 1839 kb) Additional file 2: Figure S1. GSEA analysis, (A) Endplot of significantly dysregulated pathways in HR-MDS vs FVB/N, (B) Endplot of significantly dysregulated pathways in AML post MDS vs FVB/N (ZIP 5853 kb) Additional file 3: Figure S2. In a preliminary work, mRAS-BCL2 (referred in this study as MRP8[NRASD12/ hBCL-2], AML post MDS mice) transgenic mice Sca1+ spleen cells genes were analyzed on Affimetrix 430A mouse arrays. Compared to normal FVB/N Sca1+ spleen cells, (A) DAVID analysis, (B) Principal component analysis (PCA), and hierarchical clustering, were performed with R software (http://www.R-project.org) and Partek Genomics Suite (http://www.partek.com). Each sphere represents a single GEP from a given transgenic mouse: mRas (referred in this study as MRP8NRASD12 transgenic mice), mBCL2 transgenic mice (referred in this study as MRP8hBCL-2 transgenic mice), mRAS-BCL2 transgenic mice (referred in this study as MRP8[NRASD12/ hBCL-2] or AML post MDS transgenic mice), (C) Gene spring single gene analysis identified significant up-regulation of ADA, KRTCAP2, SSR4, CKAP4 and ATPG3 genes in mRAS-BCL2 transgenic mice (referred in this study as MRP8[NRASD12/ hBCL-2] or AML post MDS transgenic mice). (D). 

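Ada, the adenosine deaminase gene, had a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.00616) in MRP8hBCL2 compared with tethBCL2 mice and 0.99 (standard error 0.24, adjusted p = 0.101) in HR-MDS compared with tethBCL2 mice (limma). Krtcap2, a subunit of the oligosaccharyltransferase, was at 1.34 (standard error 0.16, adjusted p = 6.3e-05) and 0.59 (standard error 0.16, adjusted p = 0.142) in these comparisons, and at 1.09 (standard error 0.16, adjusted p = 0.000344) in AML post MDS compared with MRP8NRASD12 mice. Ssr4, of the translocon-associated complex, was at 0.81 (adjusted p = 0.279) in HR-MDS compared with tethBCL2 mice and 0.38 (adjusted p = 0.395) in AML post MDS compared with MRP8NRASD12 mice. Atp5g3, of the mitochondrial ATPase, was at 0.54 (standard error 0.13, adjusted p = 0.00705) in AML post MDS compared with MRP8NRASD12 mice. MRP8hBCL2 and tethBCL2 also lie in different number series, as do AML post MDS and MRP8NRASD12. Ckap4 has no value under a symbol of its own, and FVB/N arrays were not analysed here.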

In this study; ADA and KRTCAP2 were up dysregulated in MRP8hBCL2 (mBCL2), AML post MDS (mRAS-BCL2) and HR-MDS transgenic mice Sca1+ spleen cells; SSR4 in AML post MDS (mRAS-BCL2) and HR-MDS transgenic mice Sca1+ spleen cells and; CKAP4 and ATPG3 in AML post MDS (mRAS-BCL2) transgenic mice Sca1+ spleen cells.

How the deposited data were processed for this re-analysis (not part of the article)

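Sca1+ mononuclear cells of the spleen were profiled on Affymetrix Mouse Exon 1.0 ST arrays, with 1 array per mouse and 3 arrays in each of 5 groups: MRP8NRASD12, tethBCL2, HR-MDS, MRP8hBCL2 and AML post MDS. The group of each array was taken from its sample title and the paper's names of the mice. Arrays of FVB/N mice were not analysed here, so no value is relative to normal mice.

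The authors deposited log2 values, 1 per probe set and array, made with the EASANA system and FAST DB annotations on genome build mm9. For their tests the authors kept probes detected above background (p at or under 0.05) in at least 50% of the arrays of a condition. Their text names unpaired analyses and Student's paired t-test in the same sentence; the unpaired form was run here and is called the methods' t-test. The method that summarized the probes and the one that scaled the arrays to each other are not given in the sources used here. The array medians differ, and genes are not centred. Detection values were not used here, so the authors' filter on detection was not repeated.

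The values were used as deposited, and everything below was computed from them. Of 23332 probe sets, 14996 carry 1 symbol, 1019 several and 7317 none. Symbols were matched by Entrez number to the RefSeq genes of GRCm38.p6 for 14941 probe sets, used for names and for which genes neighbour each other, and no coordinates are given. Probe sets with several symbols or none were left out. Where a gene had more than 1 probe set (135 genes), the one with the highest mean over all arrays was taken, which left 14860 genes. All were tested, without a filter on low values, and no column was left out.

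Groups were compared with limma 3.58.1 in R 4.3.3, in a model with a mean for each of the 5 groups over all 15 arrays and moderated variances. Tests were two-sided, and a gene passed at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested). The comparisons were HR-MDS and AML post MDS with each of their founders and with each other, and the founders with each other. A gene differed from both founders when it passed in both comparisons in 1 direction. The difference between the changes of the 2 models from their BCL2 founders was tested as a contrast of the same model. That contrast was not planned before the data were examined. The methods' t-test was also run on every gene. For single genes, exact permutation tests of 3 arrays against 3 were added, whose smallest two-sided p is 0.1. A value within its standard error of 0 was given no direction.

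Gene lists of pathways, complexes and cell type markers and the lists of the paper's tables were written down before the data were examined, as was the rule for the genes named: every gene that the paper names for a model; the 10 genes with the largest increase and the 10 with the largest decrease among those that passed and whose groups did not overlap; and, from each list, up to 4 members with the largest change among those that passed or, where none did, up to 2 with the smallest p. The paper's folds relative to FVB/N mice had been seen in its tables when the rule was written. Each list was tested with camera, with a preset correlation between genes of 0.01 and with an estimated correlation, and with fry, and adjusted over the lists tested. Members were also counted with p adjusted over the list alone. The paper's lists were chosen on these samples and were only counted.

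The alternatives written down before the data were examined were quantile normalization, subtraction of each array's median, leaving out the 0.25 of genes with the lowest means, a model of only the arrays compared, eBayes with trend and robust, limma's array weights, all probe sets, the mean of a gene's probe sets, a least fold change, the methods' t-test and leaving out each array in turn. A model without the 2 arrays that stand apart (MRP8NRASD12 8157 and HR-MDS 8398) was added after the data were seen. MRP8NRASD12 8157 stands apart by its mean correlation with its group (0.947). HR-MDS 8398 does so by its median neutrophil marker (7.96), not by that correlation (0.978). Adding a constant before the logarithm was not run, since the values were already on the log2 scale. The steps were tested on simulated values for all 15 arrays. They were drawn from each gene's mean over all arrays and its spread within groups, with 200 of 14860 genes changed in HR-MDS. Compared with tethBCL2, limma called 26 of 50 changed 1.5-fold, 44 of 50 changed 2-fold, 49 of 50 changed 4-fold and 50 of 50 changed 8-fold, and 9 of 14660 unchanged genes. The draws were normal, independent between genes and without an array that stands apart, so these counts need not hold for the real arrays. Tables were read and figures drawn with Python 3.11.15 and matplotlib 3.10.9. With 3 arrays in each group, the number of arrays limits the precision.

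No paired analysis was possible because no numbers pair mice across the groups. The RT-PCR and protein measurements of the paper and its patient samples were not used here. Sheets of the supplement that the copy used here holds only in part were not tested.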

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

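Of the tests in this part, the spread of subunits, the marker median without HR-MDS 8398 and the ratio for antigen-presenting cells were chosen after the results were seen; the share among the lowest genes, the neutrophil markers and the chromosome 17 window were set before. The difference between the models, tested by camera on gene lists, was not planned before the data were examined either. The genes below lie outside those the paper discusses, or their changes differ between the models.

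The MRP8hBCL2 and AML post MDS arrays differ from the other 9 arrays in 5441 genes, which the paper does not report. A difference in how the 2 number series were processed was tested on the 0.25 of genes with the lowest means. The share called among them, relative to that among the others, was 0.246, under the bound set beforehand. Comparisons within a series gave 0 to 0.189, so genes near background were called less often without a series difference too. The test therefore cannot decide on a difference in processing. A difference that acts on single probe sets was tested by the spread of proteasome, respiratory chain and ribosomal subunits, whose SD was 1.59 times that of genes of like level (0.849 against 0.534, 107 subunits), while within the series the ratio was 0.567 to 0.860. The SD pools the subunits of all these complexes, so shifts between complexes enter it as well as subunits of 1 complex that move apart. A wide spread could come with such a difference. The ratio was 1.54 for AML post MDS against MRP8NRASD12, 1.59 for HR-MDS against AML post MDS and 1.46 for MRP8hBCL2 against tethBCL2. In each of these comparisons the groups differ in genotype as well, and series and groups cannot be told apart by design; a change that comes with the genotype stays open, untested.

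Neutrophil granule genes are the most raised genes in HR-MDS compared with tethBCL2 mice, led by S100a8 at 5.97, and all 17 markers are lower than in MRP8NRASD12 mice, though none passed. Fewer neutrophils among the sorted cells of HR-MDS mice and a lower expression in them both stay open, since the marker median, -1.44, is the pattern itself and cannot tell them apart. That 1 array carries most of it is a candidate explanation: without HR-MDS 8398 the median was -0.56, and without any other array it lay between -1.98 and -1.10. The selection of Sca1+ cells would remove most mature neutrophils. Among their abundant transcripts, S100a8 was at 11.46 ± 1.55 in HR-MDS and 12.50 ± 0.23 in MRP8NRASD12 mice, and Lcn2 at 12.04 ± 1.58 and 13.11 ± 0.32 (SD, n = 3). A change of the disease itself stays open, untested.

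H2-Ab1 (1.16) and D17H6S56E-5 (2.87), which lie in 1 region of chromosome 17, are the genes that passed between HR-MDS and MRP8NRASD12 mice. A segment of another strain carried with the BCL2 transgene was tested on the genes between the H2 genes. Of 95, 10 differed between tethBCL2 and MRP8NRASD12 mice. That is 10.5% against a median of 8.42% in 12812 windows elsewhere, at percentile 64.2, which lay under the bound set beforehand. The windows elsewhere hold every other difference between the founders, and a segment need not move most of its genes. The share called therefore cannot decide on a segment, long or short. Of 15 H2 genes, 1 passed, H2-Ab1 at 1.35 (standard error 0.16, adjusted p = 0.000731). More antigen-presenting cells were tested by Cd74, H2-Aa and the B cell markers, whose median was 0.38, a ratio of 0.284 to that of H2-Ab1; markers and H2-Ab1 cannot be told apart at this number of arrays. A response to the BCL2 transgene was not tested, nor was sex, which by Y-linked genes differs between MRP8NRASD12 and the mice compared with them (Eif2s3y at 6.14 in HR-MDS and 6.40 in tethBCL2). Arrays of the other number series that look male lay below every HR-MDS and tethBCL2 array for both genes. H2-Ab1 was at 11.51 to 11.70 in MRP8hBCL2 mice and at 11.41 and 11.32 in AML post MDS 3622 and 3626. D17H6S56E-5 was at 6.34 to 7.69 and at 8.79 and 7.96. These arrays also differ from HR-MDS and tethBCL2 in number series, so their values cannot decide on sex. AML post MDS 3518, which looks female, was at 11.63 for H2-Ab1 and 8.03 for D17H6S56E-5. A single array cannot decide it either.

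C3ar1 rose by 3.92 in AML post MDS compared with MRP8NRASD12 mice, outside the genes the paper discusses. The changes of HR-MDS from tethBCL2 and of AML post MDS from MRP8hBCL2 differ for several gene lists by camera. The median difference was 1.64 for neutrophil markers (adjusted p = 1.8e-17, and adjusted p = 0.609 with an estimated correlation), 0.64 for monocyte and macrophage markers (adjusted p = 2.6e-07), 0.39 for interferon-stimulated genes (adjusted p = 0.000113), 0.40 for T cell markers (adjusted p = 0.000113), 0.28 for stem and progenitor genes (adjusted p = 0.00266) and 0.65 for plasma cell genes (adjusted p = 0.0223). It was -0.16 for proteasome genes (adjusted p = 1.1e-05), -0.14 for oxidative phosphorylation (adjusted p = 0.000385), -0.22 for the cell cycle (adjusted p = 0.00207), -0.12 for complex I (adjusted p = 0.0275), -0.11 for DNA repair (adjusted p = 0.0275) and -0.19 for complex III (adjusted p = 0.0336). After quantile normalization complex I (-0.05, adjusted p = 0.0746) and complex III (-0.12, adjusted p = 0.167) did not pass, and complex III did not with array medians subtracted (-0.24, adjusted p = 0.0546); after quantile normalization the median was -0.08 for oxidative phosphorylation and -0.10 for proteasome genes. With an estimated correlation none of these passed (adjusted p = 0.609 to 0.861). For neutrophil markers the BCL2 founders themselves lay apart, across the number series. The median marker was at 5.72 to 6.15 in the tethBCL2 arrays and 9.08 to 10.3 in the MRP8hBCL2 arrays. It was at 7.96 to 10.8 in the HR-MDS arrays and 10.1 to 11.4 in the AML post MDS arrays. The difference of 1.64 therefore holds the difference between the founders too.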

How the results depend on the processing

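The model without the 2 arrays that stand apart and the alternatives for the difference between the models were chosen after the data were seen; the others were set before the data were examined. Counts are of genes past an adjusted p under 0.05, and the cause was not tested for any change below unless named.

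With limma's array weights the counts were 7 for HR-MDS against MRP8NRASD12 (2 with equal weights), 777 for HR-MDS against tethBCL2 (67), 5076 for AML post MDS against MRP8NRASD12 (3324), 1759 for AML post MDS against MRP8hBCL2 (287), 4328 for tethBCL2 against MRP8NRASD12 (1312), 5586 for MRP8hBCL2 against tethBCL2 (3354), 1 for HR-MDS against both founders (0), 725 for AML post MDS against both founders (157) and 14 for the difference between the models (0). With all probe sets they were 5, 13, 5244, 78, 2135, 5765, 0, 50 and 1 in the same order, and 5741 for HR-MDS against AML post MDS (3594). Quantile normalization gave 186 for HR-MDS against tethBCL2, 621 for AML post MDS against MRP8hBCL2 and 307 for AML post MDS against both founders; subtracting array medians gave 156, 668 and 349. With that subtraction 557 of the 668 genes were higher and 111 lower, against 191 and 96 as deposited. Without the 0.25 of genes with the lowest means, which leaves fewer genes to adjust for, HR-MDS against tethBCL2 gave 115. A model of only the arrays compared, with fewer arrays behind its variances, gave 270 for HR-MDS against tethBCL2, 1843 for AML post MDS against MRP8NRASD12, 0 for AML post MDS against MRP8hBCL2 and 13 for AML post MDS against both founders.

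The methods' t-test, not adjusted, gave 501 for HR-MDS against MRP8NRASD12, 2465 for HR-MDS against tethBCL2, 1511 for AML post MDS against MRP8hBCL2, 2524 for tethBCL2 against MRP8NRASD12, 41 for HR-MDS and 466 for AML post MDS against both founders. Adjusted, it gave 1, 5, 292 (AML post MDS against MRP8NRASD12), 0 (against MRP8hBCL2), 1408 (HR-MDS against AML post MDS), 76 (tethBCL2 against MRP8NRASD12) and 0 (AML post MDS against both founders). Without MRP8NRASD12 8157 and HR-MDS 8398, the counts were 5 for HR-MDS against MRP8NRASD12, 224 against tethBCL2, 1 against both, 3121 for tethBCL2 against MRP8NRASD12 and 11 for the difference between the models.

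Leaving out 1 array at a time gave 0 (without MRP8NRASD12 8158) to 7 (without MRP8NRASD12 8157) for HR-MDS against MRP8NRASD12, with 1 without MRP8NRASD12 8159 and 0 without HR-MDS 8019. HR-MDS against tethBCL2 gave 187 without HR-MDS 8398, 10 without tethBCL2 7466 and 6 without tethBCL2 7758, tethBCL2 7465, HR-MDS 8111 or HR-MDS 8019. AML post MDS gave 2582 to 4503 against MRP8NRASD12. Against MRP8hBCL2 it gave 14, 32 and 762 without MRP8hBCL2 3386, 3012 and 3391, and 93, 50 and 86 without AML post MDS 3622, 3626 and 3518; against both founders it gave 10, 23, 371, 56, 36 and 61 in that order. HR-MDS against AML post MDS gave 2783 to 3132. The founders tethBCL2 and MRP8NRASD12 gave 3243 without MRP8NRASD12 8157, 592 without MRP8NRASD12 8159, and 624, 637 and 626 without tethBCL2 7758, 7465 and 7466; MRP8hBCL2 against tethBCL2 gave 2517 to 3288. HR-MDS against both founders gave 0 to 1, the latter without HR-MDS 8398, and the difference between the models 0 to 11, with 11 without HR-MDS 8398, 8 without MRP8hBCL2 3012, 1 without MRP8hBCL2 3391 and 2 without AML post MDS 3518.

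Of the gene lists, 49 of the tests passed with camera, 32 with fry, 0 with an estimated correlation and 39 to 56 without 1 array. Of 1152 pairs of a named gene and a comparison, 595 passed, and 358 passed under every alternative set before that was run on these pairs. The methods' t-test, all probe sets and the least fold change were not run on them. St8sia1 in HR-MDS against tethBCL2 reversed: 0.18 as the mean of its probe sets. The median of all genes in tethBCL2 against MRP8NRASD12 was -0.10 after quantile normalization and -0.05 as deposited. Signal over background was not tested, since detection values were not used here.

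Other splits of the same arrays were counted. In comparisons of 3 arrays with 3 there are 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 2 and 3 for HR-MDS against MRP8NRASD12 (2 splits as large), and, with 1 split as large in each, 67 and 0 for HR-MDS against tethBCL2, 3324 and 1080 for AML post MDS against MRP8NRASD12, 287 and 6 for AML post MDS against MRP8hBCL2, 3594 and 0 for HR-MDS against AML post MDS, 1312 and 0 for tethBCL2 against MRP8NRASD12 and 3354 and 0 for MRP8hBCL2 against tethBCL2. For HR-MDS against both founders and for the difference between the models the real count is 0, so every split is as large (highest other 67 and 962) and a count of splits says nothing. Of 100 drawn splits, 8 were as large for AML post MDS against both founders (157, highest other 2132) and 5 for the gene lists (49, highest other 59). Each of the other splits as large for AML post MDS sets 2 or 3 MRP8NRASD12 arrays together against arrays of the other number series, and the splits for the gene lists also part groups that differ, so neither count measures chance alone.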

Differences from the paper's values

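The values compared are log2 ratios of HR-MDS to tethBCL2 mice, the paper's from the folds of Table S3 relative to FVB/N mice and those here from limma. The paper's value for Rab5if is 0.91 and that here 0.67; of the alternatives set before the data were examined, the value without HR-MDS 8398 (0.78) lies within the SD of the replicates of the paper's, and the others do not. For Mms22l the paper's value is 0.60 and that here 0.39, for Lrrc41 the paper's is -1.34 and that here 0.023, for Socs4 the paper's is -1.04 and that here -0.35, for Baiap2l1 the paper's is -0.96 and that here -0.65, and for Rfx5 the paper's is -0.60 and that here -0.18. For these 5 genes no alternative set before lies within that SD of the paper's value. Angpt1 (1.93), Tram2 (0.90) and Rgl1 (0.58) differ from the paper's values of 2.15, 0.85 and 0.72 by no more than the SD of the replicates (0.44, 0.12 and 0.16). Under the alternatives set before, Angpt1 and Tram2 stay within it, and Rgl1 does not without tethBCL2 7758 (0.55) or HR-MDS 8019 (0.49).

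The paper gives proteasome, oxidative phosphorylation, lipid and repair genes as raised in HR-MDS relative to FVB/N mice, whose arrays were not analysed here; against the founders none of these genes passed in limma, and Mdm2 (0.01) and Fancm (-0.05) lay within their standard error of 0 against tethBCL2. It gives Angpt1 as raised against tethBCL2, as here. Its statements on oxidative phosphorylation, MAPK kinases, Epo and interferon in AML post MDS are relative to FVB/N mice too, which is another comparison than those with the founders. It gives all components of oxidative phosphorylation as raised in AML post MDS. Of 52 subunits 28 rose and 4 fell against MRP8NRASD12, and 5 rose and 47 did not pass against MRP8hBCL2. It gives kinases of the MAPK pathway as lowered, and MEK protein as lower in other AML post MDS mice. Here, in RNA, Map2k1 (-0.76) and Map2k2 (-0.56) fell against MRP8NRASD12, and Map3k7 (-0.02) did not pass. The paper gives Epo as raised, which here was at -0.14 and -0.02 against the founders and did not pass, and the interferon pathway as raised. Of 16 interferon-stimulated genes of a list made here, which holds none of the paper's interferon genes, 2 rose and 5 fell against MRP8NRASD12. Pik3c2a, which the paper gives as lowered relative to FVB/N mice, was at 0.41 against MRP8NRASD12 and -0.22 against MRP8hBCL2, past in neither. In Fig. 6d, Mrpl33 and Ptpn13 stand as lower than in MRP8hBCL2 mice and were at 0.26 and 0.41, and Btf3l4 and Polr2c stand as higher and were at -0.31 and -0.36, none of them past. The paper's text gives a cutoff on p against FVB/N mice and names no adjustment for the number of genes, which differs from the thresholds used here.

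Some alternatives, all set before the data were examined, call genes that the paper names and that did not pass above. In HR-MDS against tethBCL2 (0.41 for Pomp as deposited), Pomp and Bub3 passed after quantile normalization and with limma's array weights; Rab5if, Tram2, Rgl1 and Cdc25a passed with only the arrays compared and with array weights, and Pafah1b3 with only the arrays compared. In AML post MDS against MRP8NRASD12, Cd44 (0.50 as deposited) passed without the 0.25 of genes with the lowest means and without MRP8NRASD12 8159 or AML post MDS 3518. Rock1 (-0.38) and Ppp3ca (-0.30) passed after quantile normalization and without MRP8NRASD12 8158, and Ppp3ca without AML post MDS 3622. Smad4 passed after quantile normalization; Blm, Clcn5, Dvl2 and Rad54b passed with array weights and without MRP8NRASD12 8157, Rad54b also after quantile normalization and with array medians subtracted, and Ankrd55 with array weights. Pik3c2a passed as higher with array medians subtracted, with array weights and without MRP8NRASD12 8157, and Pip4k2a did with the last 2 of these. The paper gives both as lower relative to FVB/N mice, which is another comparison. In AML post MDS against MRP8hBCL2, Orai2, Suclg1, Blm and Pip4k2a passed with array weights. Their direction is the paper's, which for Blm and Pip4k2a is relative to FVB/N mice. Ptpn13 passed as higher with array weights, against the direction of Fig. 6d. Rad54b passed there after quantile normalization, with array medians subtracted, with array weights and without MRP8hBCL2 3391. The methods' t-test, not adjusted, calls members of the paper's lists as counted beside each statement.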

Other observations

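The values of lymphoid markers belong at no statement of the paper. Of 15 T cell markers none passed in HR-MDS compared with MRP8NRASD12 mice over all genes in limma (5 higher and 0 lower at an unadjusted p under 0.05, 3 higher and 0 lower by the methods' t-test; 1 higher and 0 lower when adjusted over the list alone), at a median of 0.29 (adjusted p = 2.0e-08 from camera, adjusted p = 0.600 with an estimated correlation). In AML post MDS compared with MRP8hBCL2 mice, 0 rose, 1 fell and 14 did not pass (1 higher and 12 lower when adjusted over the list alone), the lower gene being Cd247 at -0.74 (adjusted p = 0.0234), and of 8 NK cell genes 1 rose, 1 fell and 6 did not pass (median -0.28, adjusted p = 0.0466 from camera, adjusted p = 0.619 with an estimated correlation), with Gzmb at 2.11 and Ncr1 at -0.75. B cell markers had a median of -0.26 there (adjusted p = 8.1e-05 from camera, adjusted p = 0.645 with an estimated correlation), with none past (0 higher and 4 lower at an unadjusted p under 0.05, 0 higher and 3 lower by the methods' t-test).

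Erythroid markers had a median of 0.25 in HR-MDS compared with tethBCL2 mice (adjusted p = 0.0458 from camera, adjusted p = 0.776 with an estimated correlation), with none past in limma (3 higher and 0 lower at an unadjusted p under 0.05, 4 higher and 0 lower by the methods' t-test); Hemgn was at 0.73 (adjusted p = 0.277). Megakaryocyte and platelet genes had a median of -0.18 against MRP8NRASD12 (adjusted p = 0.0245 from camera, adjusted p = 0.619 with an estimated correlation), with none past (0 higher and 1 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test). Circadian genes had a median of 0.28 against MRP8NRASD12 (adjusted p = 0.00340 from camera, adjusted p = 0.600 with an estimated correlation), with none past (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by the methods' t-test). The paper's circadian list gave 2 measured genes with a median of -0.31 against tethBCL2, its type II diabetes list 3 with -0.35 and its primary immunodeficiency list 2 with -0.29, none past in limma (0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 2 lower by the methods' t-test for the first; 0 higher and 1 lower at an unadjusted p under 0.05, 0 higher and 2 lower by the methods' t-test for the second; 0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' t-test for the third). Of 20 ribosomal protein genes, 3 rose, 3 fell and 14 did not pass in AML post MDS compared with MRP8NRASD12 mice, with Rps27l at 2.89 and Rpl37 at -1.40, across the number series. MRP8hBCL2 and tethBCL2 mice, which carry BCL2 under different promoters, differed in 3354 genes, 1999 higher and 1355 lower in MRP8hBCL2, also across the number series.

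The Y-linked genes Eif2s3y and Kdm5d were low in the 3 MRP8NRASD12 arrays (Eif2s3y 3.66 to 4.01) and in AML post MDS 3518 (Eif2s3y 3.64, Kdm5d 4.08), and high in every other array (Eif2s3y 9.25 to 10.3). By these genes the 3 MRP8NRASD12 arrays and AML post MDS 3518 look female and the others male; the sources used here give no sex. So MRP8NRASD12 and sex cannot be told apart in the comparisons with HR-MDS and tethBCL2. Sex is unbalanced in the comparison with AML post MDS too, where only 3518 of the AML post MDS arrays looks female. Sex was not used as a term of the model.

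For HR-MDS, the comparisons with both founders share the HR-MDS arrays, which with 3 arrays cannot be halved. Groups simulated without a difference shared 0.01 genes on average and 1 at most in 100 simulations, and independent lists would share 0.00848 higher and 0 lower genes; 0 were shared. Across genes the changes from both founders correlated at -0.423 (covariance -0.0330), where simulated groups without a difference gave 0.501 (covariance 0.0198). For AML post MDS the correlation was 0.295 (covariance 0.0465), where simulated groups gave 0.499 (covariance 0.0196).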
